# Long Noncoding RNA DICER1-AS1 Functions in Methylation Regulation on the Multi-Drugresistance of Osteosarcoma Cells *via* miR-34a-5p and GADD45A

**DOI:** 10.3389/fonc.2021.685881

**Published:** 2021-07-09

**Authors:** Feng Wang, Lingsuo Kong, Youguang Pu, Fengmei Chao, Chunbao Zang, Wei Qin, Fangfang Zhao, Shanbao Cai

**Keywords:** osteosarcoma, drug resistance, DICER1-AS1, miR-34a-5p, GADD45A

## Abstract

Osteosarcoma (OS) is a common malignant bone tumor that commonly occurs in children and adolescents. Long noncoding RNAs (lncRNAs) are recognized as a novel class of regulators of gene expression associated with tumorigenesis. However, the effect and mechanism of lncRNAs in OS tumorigenesis and drug resistance have not been characterized. The purpose of the study is to screen potential biomarker and therapeutic target against OS. We compared the lncRNA expression profiles between OS cell lines with different drug resistance levels using RNA-seq analysis and found that lncRNA DICER1-AS1 was significantly differentially expressed in multi-drugresistant OS cells SJSA-1 versus multi-drugsensitive OS cells G-292. Bisulfite Sequencing PCR (BSP) assay was performed to analyze the differential methylation status of the promoter region of DICER1-AS1 in four OS cells. Subsequently, *in vitro* gain- and loss-of-function experiments demonstrated the roles of DICER1-AS1 and miR-34a-5p in the multi-drugresistance of OS cells. The main findings is that DICER1-AS1 directly binds to miR-34a-5p, and their expression has a negative correlation with each other. The hypermethylation of the promoter region of DICER1-AS1 silenced its expression in the drugresistant cells SJSA-1 and MNNG/HOS. Moreover, we found that growth arrest and DNA damage-inducible alpha (GADD45A) participates in the DICER1-AS1/miR-34a-5p-regulated drug resistance of OS cells, probably *via* the cell cycle/pRb-E2F pathway. Our results revealed DICER1-AS1/miR-34a-5p-regulated drug resistance of OS cells, a new lncRNA-regulated network in OS tumorigenesis, suggested that DICER1-AS1 can be considered as a potential biomarker and therapeutic target against OS cells.

## Introduction

Noncoding RNAs, especially microRNAs (miRNAs) and long noncoding RNAs (lncRNAs), are reported to participate in the proliferation, apoptosis, metastasis, invasion and drug resistance of tumors (1, 2). Increasing evidence has shown that miRNAs are related to oncogenes and tumor suppressor genes, as well as the biological behaviors of tumor cells, such as invasion, metastasis, proliferation, and apoptosis (3–5). LncRNAs are defined as a class of RNAs longer than 200nt without coding potential, although some lncRNAs can encode functional small peptides (6, 7). In recent years, an increasing number of studies have demonstrated that lncRNAs are key regulators of diverse biological processes (8). More importantly, lncRNAs play roles in regulating gene expression at different levels, including chromatin modification, transcriptional and posttranscriptional processing (9, 10). Notably, some lncRNAs are involved in various diseases, including cancers, leading to carcinogenesis and the development of cancer (11, 12). To date, distinct mechanisms have been proposed for lncRNA-regulated gene expression. For example, lncRNA HULC acts as a scaffold or guide to regulate interactions between proteins and genes (13), whereas lncRNA ROR acts as a decoy to bind to proteins or miRNAs (14). By contrast, some lncRNAs function as enhancers to modulate transcription of their targets after being transcribed from enhancer regions or their neighboring loci (15). In 2013, Karreth et al. reported a new lncRNA regulatory circuitry in which lncRNAs may function as competing endogenous RNAs (ceRNAs) and crosstalk with miRNAs by competitively binding to their common miRNAs (16). An increasing number of studies have demonstrated the functional roles of lncRNAs in OS tumorigenesis. For example, lncRNA FOXC2-AS1 and its antisense transcript FOXC2 form an RNA-RNA structure that regulates doxorubicin resistance in OS cells (17). LncRNA PVT1 is upregulated in OS cells and contributes to cell metastasis *via* the miR-497/HK2 pathway (18). These reports suggest the important roles of lncRNAs in OS tumorigenesis.

DNA methylation (methylation of 5’-carbon atom of cytosine ring in CpG island) epigenetically modifies gene expression and participates in regulating various cellular processes (19, 20). Abnormal DNA methylation in cancer cells is closely related to the formation of drug resistance in clinical chemotherapy (21, 22). Notably, Hundreds of cancer-related genes contain CpG islands, indicating that their transcription may be regulated by DNA methylation (23). Recent studies showed that hypermethylation of lncRNA C5orf66-AS1 promoter may serve as a potential prognostic marker in predicting gastric carcinoma patient survival (24). A previous study showed that doxorubicin and cisplatin could induce similar genomic methylation levels in breast cancer cell MCF-7, suggesting that abnormal DNA methylation may confer the drug resistance of breast cancer cells (17).

Osteosarcoma (OS) is a common malignant bone tumor that displays highly aggressive and early systemic metastasis (25). It remains the leading cause of mortality among children and adolescents (26). Drug resistance hampers the efficacy of clinical therapies for OS patients. Therefore, it is urgently needed to identify reliable biomarkers for early diagnosis and more efficient treatment of human OS. Increasing evidence has shown that the dysregulation of lncRNAs is associated with OS pathogenesis and drug resistance. For example, the downregulation of tumor suppressor lncRNA TUSC7 (tumor suppressor candidate 7, TUSC7) could promote OS cell proliferation *in vitro* (27). Notably, it was found that lncRNA ODRUL may reduce the sensitivity against doxorubicin in OS cells by inducing the expression of ABCB1, which is classically related to multi-drugresistance (28). LncRNA LINC00161 was shown to play an essential role in cisplatin-induced apoptosis and thus attenuates OS drug resistance (29). Despite the increasing number of studies, the mechanism underlying lncRNA-mediated OS drug resistance remains poorly understood. In the present study, we compared the lncRNA expression profiles between OS drugsensitive and drugresistant cell lines using RNA-seq analysis and found that lncRNA DICER1-AS1 was significantly differentially expressed in multi-drugresistant OS cells SJSA-1 versus multi-drugsensitive OS cells G-292. Subsequently, we showed that DICER1-AS1 plays a pivotal role in OS drug resistance by gain- and loss-of-function experiments. Mechanistically, we demonstrated that DICER1-AS1 interacts with miR-34a-5p and affects the expression of growth arrest and DNA damage-inducible alpha (GADD45A) for the regulation of apoptosis and cell cycle. Our results not only provide novel insights into the drug resistance of OS, but also offer hints for developing new biomarkers and therapeutic targets of OS.

## Materials and Methods

### Cell Lines and Culture Condition

Four osteosarcoma cancer cell lines—G-292 (CRL-1423), 143B (CRL-8303), SJSA-1 (CRL-2098) and MNNG/HOS (CRL-1547) were purchased from ATCC. Cells were added 10% fetal bovine serum (PAN biotechnology), 100 U/ml penicillin and 100 mg/ml streptomycin (WISTENC) to DMEM or RPMI1640 (biological industry) medium, and 5% CO_2_ was added to humidified air at 37°C.

### RNA Extraction and qRT-PCR Analyses

Total RNA was extracted from cultured cells with Trizol reagent (Tiangen biotechnology). For qRT-PCR, RNA was retrieved to the cDNA using a reverse transcription kit (Takara). In addition, the RNA levels of DICER1-AS1 and GADD45A genes were quantified by qRT-PCR analysis, and the TaqMan probes with different fluorescence intensity were used in the FTC-3000p PCR instrument (Funglyn Biotech). The level of beta-actin was normalized by 2^−ΔΔCt^ before comparing the relative levels of target genes. For miR-34a-5p expression detection, reverse transcription was performed according to the applied biological system TaqMan microRNA analysis protocol (Takara). The primer sequences are listed in **Supplementary Figure 1** of **Supplementary Materials**.

### RNA-Sequencing

SJSA-1 or MNNG/HOS cells were infected with pEZ-lv201.1-DICER1-AS1 or pEZ-lv201.1 before large-scale RNA sequencing. Total RNA was extracted by Trizol reagent, and DNA was produced by gene specific primers or random primers. Illumina-Hiseq 4000 system was used for RNA sequencing and Illumina-Hiseq 2000 system was used for library sequencing (BGI Technology Company). A single-ended library was prepared according to the Illumina-Truseq RNA sample preparation kit (Illumina) scheme, which has been described in our previous report (30).

### Fluorescence *In Situ* Hybridization

The cells were washed with PBS and fixed with 4% paraformaldehyde for 15 min at room temperature. Cells were permeated into PBS containing 0.5% Triton X-100 for 15 min at 4°C, and then washed in PBS for 5 min. After that, 70%, 85% and 100% ethanol were used to dehydrate for 3 min. The FISH probe was hybridized in a humid chamber at 75°C for 5 min to denaturate, and then the fluorescence *in situ* hybridization kit (Gene Pharma) was used overnight in the darkness at 37°C. The slides were washed three times with buffer F (20×SSC with 0.1% Tween-20). The slides were washed at room temperature for 5 min with 2×washing buffer C (40×SSC) and washing buffer C (20×SSC), respectively. The slides were dyed with DAPI for 20 min in darkness. The DICER1-AS1 FISH probe was designed and synthesized with Genemarma. 18S FISH probe were used as cytoplasm control. All images were obtained by fluorescence microscopy or confocal microscopy (Nikon).

### Cell Transfection

Using riboFECT CP transfection kit provided by Guangzhou Ribobio, China, miRNA mimic, inhibitor, short hairpin RNA (shRNA) or DNA plasmid transfection was carried out on 24-well plate. In the functional analysis of DICER1-AS1, 100 nM shRNA-DICER1-AS1 and 100 nM shRNA were introduced into the cells in the culture medium, and then harvested for further detection. In luciferase analysis, small RNA inhibitor (100 nM) or mimic (100 nM) and psicheck-2 (500 ng per pore) containing WT or mutated DICER1-AS1 sequence were introduced into cells. Cell harvesting was used for 48 h of double luciferase analysis. The mimic, inhibitor, shRNA sequences are listed in **Supplementary Figure 1** of **Supplementary Materials**.

### Drug Resistance Profiling (IC_50_ Measurements)

The clinical grade chemotherapeutic drugs used in this paper of are Etop (etoposide) supplied by Hengrui, Jiangsu, China, MTX (Methotrexate) supplied by Lingnan, Guangdong, China, CDDP (cisplatin) supplied by Haosen, Jiangsu, China, Carb (carboplatin) supplied by Qilu, Shandong, China and Dox (doxorubicin) supplied by Haizheng, Zhejiang, China.

Cells viability was measured using cell counting kit 8 (CCK-8) (Bimake). The IC_50_ values with the no-drug control as the reference were calculated. The relative drug resistance was presented as the fold change in the IC_50_ of the cell lines relative to the lowest IC_50_ (**Supplementary Figure 2**).

### Cell Apoptosis and Cell Cycle Analysis

Cells were diluted with 150 μl of 1×annexin-binding buffer, and then 5 μl of FITC-labeled enhanced-annexin V and 5 μl (20 μg/ml) of propidium iodide (PI) were added. Then the cells were incubated in the dark for 15 min at room temperature. Flow cytometry was conducted on a FACSCalibur instrument (FACSVerse).

Cells were fixed in 70% cold ethanol for 24 h at 4°C. Then were stained with 50 µg/ml PI at room temperature for 30 min in the dark. The cell cycle was evaluated and the results were analyzed.

### DNA Methylation Analysis

Genomic DNA was isolated by standard phenol/chloroform purification method, identified by 0.7% agarose gel electrophoresis, and then transformed into bisulfite by EZ-DNA methylation gold Kit (ZYMO research, USA). The bisulfite modified DNA was amplified by Qiagen HotStarTaq DNA polymerase and the amplified fragments were sequenced. The original sequence data file was processed, and the area ratio of C/C+T of primary CpG dinucleotides was calculated by the percentage of methylation, then the curve was drawn (31–33) (**Supplementary Figure 3**).

### Western Blot Analysis

Total cell solutes were dissolved in a solution buffer (60 mM Tris-HCl, pH 6.8, 2% SDS, 20% glycerol, 0.25% bromophenol blue and 1.25% 2-mercaptoethanol) and heated for 10 min at 95°C before electrophoresis. The proteins were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membrane (microporous). Immunoblotting was performed on the cell membrane with the first-order antibody. The AffiPuror goat was then incubated with IgG AffiPury or peroxidase coupled AffiPury goat to resist rabbit IgG. GAPDH was used as a control, which was normalized for the quantitation of target proteins. All the full-length unprocessed gels of immunoblots were provided in **Supplementary Figure 4** of **Supplementary Materials**.

### Luciferase Reporter Assay

Luciferase reporting is based on psiCHECK2 vector (Promega). In order to construct psiCHECK2-DICER1-AS1-WT or mut, a partial length sequence of DICER1-AS1-WT or mut containing a presumed miR-34a-5p binding site was synthesized and cloned into psiCHECK2 vector. Luciferase reporter was co-infected with miR-34a-5p mimic, miR-34a-5p-mut mimic, miR-34a-5p inhibitor, miR-34a-5p-mut inhibitor or NC in OS cells, according to manufacturer’s guidelines. Relative luciferase activity was measured by double Luciferase Report Analysis System (Promega) and Proega glomerular 20/20 photometer. As mentioned above, the activity of related luciferase was analyzed (5, 30).

### Statistical Analysis

The data are presented in the form of average, and the error bar indicates that S.D. Statistical analysis was carried out with graphpad prism 5 and Excel. Statistical analysis between groups was conducted by double-tailed t-test and one-way ANOVA, p<0.05 with statistical significance.

## Results

### DICER1-AS1 Is Involved in the Regulation of OS Cell Drug Resistance

We have previously identified that miR-34a-5p is involved in the drug resistance of OS cells (5, 30, 34). To further investigate the underlying mechanism of OS drug resistance, we performed lncRNA-seq and screened the differentially expressed lncRNAs in multi-drugresistant SJSA-1 cells versus multi-drugsensitive G-292 cells (GEO accession number: GSE153786), putative lncRNAs expressed higher in G-292 cells were identified (**Supplementary Figure 5A**). 

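lncRNA-seq was done on total RNA of SJSA-1 and G-292, human osteosarcoma cell lines that the paper classes as multi-drugresistant and multi-drugsensitive from their drug responses. There was 1 library per cell line, so no difference between the lines has a replicate check, and the intervals given for ratios cover counting error only. The authors' deposited table lists 30632 transcripts, of which 23105 carry Ensembl identifiers and 7527 RefSeq noncoding identifiers. For each it gives the RPKM (reads scaled to transcript length and library size) in both lines and the authors' log2 fold change, p-value and q-value. The lowest RPKM above 0 is 1.00, and smaller values are listed as 0. In all, 3003 transcripts were above 0 in both lines, 1530 in SJSA-1 only, 564 in G-292 only and 25535 in neither. The authors' fold change (G-292 over SJSA-1) was computed before small values were set to 0, and 9483 of the transcripts listed at 0 in both lines still carry one. For these, the RPKM values were restored from the fold change and its p-value, a step devised after the table had been examined. The values also rise in steps of 1 read. A read per kilobase was worth 0.00776 RPKM in SJSA-1 and 0.00902 RPKM in G-292, which puts the reads in the denominators near 129000000 and 111000000. With the transcript lengths of GENCODE v29, 100% of the values tested in each line came within 0.1 read of a whole number, so reads could be counted for transcripts whose length is known. The 2 most abundant entries held 81.2% of the summed RPKM in SJSA-1 and 74.5% in G-292. The submitters' processing notes name Bowtie 0.12.2 and the builds hg19 and mm8, while the counting step and the use of strand are not given in the sources used here. The sample labels name both cell lines, but the extraction text speaks of retinas, which the paper does not mention, and the cell type given for G-292 holds both the resistant and the sensitive term. The lines were mapped by their names. None of 20 retina genes listed before the data were examined was detected at 1 RPKM or more, though coding genes are mostly outside this table.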

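Of 5097 transcripts listed at 1 RPKM or more in at least one line, 1030 were over 2-fold higher in G-292 cells and 2194 were over 2-fold higher in SJSA-1 cells, where a transcript listed at 0 in one line counts as higher in the other. Some of these differ less than 2-fold in the values before small ones were set to 0. By those values, a setting added after the data were seen, 890 were over 2-fold higher in G-292 and 1928 in SJSA-1. The host genes of small nucleolar RNAs (snoRNAs, which guide the chemical modification of ribosomal RNA) stood out on the G-292 side. Of 30 such genes, 26 were detected, 15 were over 2-fold higher in G-292 and 1, SNHG18, was over 2-fold higher in SJSA-1, when each is counted by its most abundant entry. The authors' deposited table lists many small RNAs under the identifier of their host gene, however, and for 13 of the 26 genes the most abundant entry is such a small RNA or, for SNHG5 and GAS5, a transcript not in GENCODE v29. Listed under SNHG7, the snoRNA SNORA17B was at 905 RPKM in SJSA-1 and 2194 RPKM in G-292, SNORA24 under SNHG8 at 483 and 1553 RPKM, and SNORA16A under SNHG12 at 340 and 848 RPKM. SNORA73A under SNHG3 (10490.5 and 12970.3 RPKM) and SNORD22 under SNHG1 (2016 and 2526 RPKM) were under 2-fold. The median log2 ratio (G-292 over SJSA-1, after adding 0.1 RPKM to both) of the 26 genes counted this way was 1.24, above 99.99% of 10000 random lists matched on mean expression. With the entries of small RNAs left out, 14 of 26 were over 2-fold higher in G-292 and SNHG18 in SJSA-1, with a median of 1.08. Longer entries can still hold reads of a snoRNA. ENST00000602573 of SNHG8 (570 nt) had 8617 reads in SJSA-1 and 24430 reads in G-292, where SNORA24 alone had 8151 and 22544. Among entries whose exons share no base with a small RNA of GENCODE v29, 24 host genes were detected, 9 over 2-fold higher in G-292 and 3 (SNHG18, SNHG1 and SNHG20) in SJSA-1, with a median of 0.54 at percentile 99.8 of the random lists. Both settings were chosen after the values were seen. In the last of them EPB41L4A-AS1 (578 nt, named after its value was seen) had 489 reads in SJSA-1 and 3062 reads in G-292, a ratio of 7.28 (95% interval 6.62 to 8.03). Also there, SNHG7 was at 11.9 RPKM in SJSA-1 and 36.8 RPKM in G-292 and SNHG8 at 14.4 and 74.0 RPKM. SNHG12, at 11.6 and 8.61 RPKM, was no longer higher in G-292.
Among single transcripts at 1 RPKM or more in the higher line, the largest ratio in favour of G-292 belonged to the long intergenic RNA AC006058.3 on chromosome 3 (GRCh38, 43998081 to 43999149), with 1 read in SJSA-1 and 526 reads in G-292, a ratio of 612 (95% interval 109 to 24201). AC005280.1 followed with 1 and 385 reads and a ratio of 448 (95% interval 79.9 to 17726). Next were the pseudogene transcript WTAPP1 at 28.9 RPKM in G-292 and noncoding transcripts of EGFL7, which encodes a secreted protein of blood vessels, at 11.3 RPKM and of IL10RA, the receptor of interleukin 10, at 9.91 RPKM. From the authors' deposited table their ratios were 378, 279 and 220. For EGFL7 and IL10RA, reads of the messenger RNA of the same gene cannot be told apart where exons are shared. LOC113230 and ENSG00000249430 had ratios of 179 and 177 in the authors' deposited table. LINC01315, AL162411.1 and MIR4527HG each had 1 read in SJSA-1 against 160, 139 and 131 reads in G-292. In the authors' deposited table, 438 transcripts have a q-value under 0.05, 233 of them higher in G-292 and 205 higher in SJSA-1 by the sign of the fold change. The authors' p-values follow a test that takes RPKM values as counts and is centred at a log2 ratio of 0.33. Abundant transcripts with nearly equal values can therefore pass, such as VTRNA2-1 at a log2 ratio of -0.19 (q-value 0.0029).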

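Of the 30 candidate lncRNAs that Supplementary Figure 6 lists by Ensembl transcript, 19 were found by identifier among the transcripts analysed here and 18 had a fold change. All 18 had a ratio of G-292 over SJSA-1 above 1, 15 of them over 2, with a median ratio of 2.52. For LAMTOR5-AS1, with 1 read in each line, the ratio of 1.16 reflects only the worth of a read. Some of the 15 also rest on few reads, such as PRKG1-AS1 with 1 and 2. The study chose this list on the same 2 libraries, so the shared direction is not independent evidence. COL18A1-AS1, antisense to a collagen gene, had the largest ratio with 10.7 (95% interval 4.27 to 34.5) from 5 reads in SJSA-1 and 46 reads in G-292. UPK1A-AS1 had 9 and 38 reads and a ratio of 4.91 (95% interval 2.33 to 11.5). HOXB-AS1, a transcript of the HOXB cluster of developmental genes, had 33 and 85 reads and a ratio of 2.99 (95% interval 1.98 to 4.62). The microRNA host gene MIR600HG had 111 and 240 reads and a ratio of 2.51. The snoRNA host gene SNHG7 was at 3.15 RPKM in SJSA-1 and 11.5 RPKM in G-292 with the transcript the study lists. Most candidates were low: 3 reached 1 RPKM in G-292 and 2 in SJSA-1. Reads could be counted for 17, and the lower bound of the interval was above 1 for 8 of them. With 0.1 RPKM added to both lines, 6 candidates had a ratio over 2. Several are antisense transcripts, and reads of the gene on the other strand cannot be told apart where strand was not used.

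**Figure D1:**
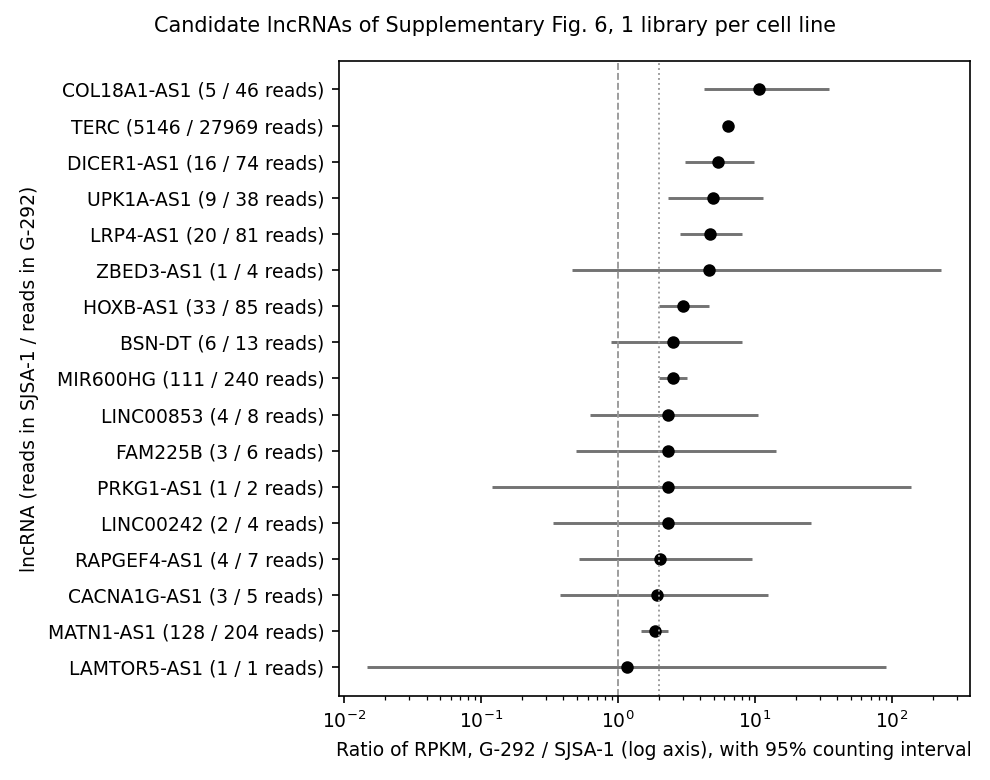
Ratio of RPKM in G-292 over SJSA-1 on a log axis for the 17 candidate lncRNAs whose reads could be counted, 1 library per cell line. Points are ratios, lines are exact 95% counting intervals, and the broken and dotted lines mark ratios of 1 and 2. The interval lies above 1 for 8 of the 17.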

Among the putative lncRNAs, we predicted the potential miR-34a-5p targets using the following online databases: targetScan, miRanda and picTar, which might be negatively correlated with the expression of miR-34a-5p (**Supplementary Figure 6**), twelve lncRNAs (such as LRP4-AS1, C21orf90, DICER1-AS1 et. al.) were the proposed as the targets of miR-34a-5p, as demonstrated in the hierarchical clustering profiling (**Supplementary Figure 5B**). 

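Of the lncRNAs LRP4-AS1, DICER1-AS1, TERC, ANK3, LINC00693, TTN-AS1 and CRHR1-IT1, 4 were found under the Ensembl identifier of Supplementary Figure 6, and the 3 of these with a fold change, LRP4-AS1, DICER1-AS1 and TERC, were over 2-fold higher in G-292 cells. TERC, the RNA template of telomerase, was the only abundant one at 73.8 RPKM in SJSA-1 and 466 RPKM in G-292. Its 5146 and 27969 reads give a ratio of 6.32 (95% interval 6.13 to 6.51). LRP4-AS1, antisense to the LDL receptor family gene LRP4, had 20 reads in SJSA-1 and 81 in G-292, a ratio of 4.71 (95% interval 2.86 to 8.11). TTN-AS1, antisense to the titin gene, had no fold change under the listed identifier. Under its gene name, 36 of 53 transcripts had one, and all 36 were over 2-fold higher in G-292 with a median ratio of 13.5 and at most 1.16 RPKM. These transcripts overlap and share reads, so they are not independent measurements. ENST00000592600 and ENST00000586707, for example, both had 8 reads in SJSA-1 and 61 in G-292, and many others had 1 read in SJSA-1. By gene name as well, LINC00693 had a ratio of 11.6 at no more than 0.109 RPKM, and both transcripts of CRHR1-IT1 were higher in G-292, with ratios of 12.2 and 24.4 at no more than 0.101 RPKM. In SJSA-1 these 3 transcripts were at only 0.00938, 0.00824 and 0.00315 RPKM, where 1 read per kilobase is worth 0.00776 RPKM. Their reads could not be counted, so no interval is given. The ratios by name come from the log2 fold changes of the authors' deposited table. No entry carried the name ANK3. With 1 RPKM added to both lines, TERC alone of the 3 had a ratio over 2. LRP4-AS1 and TTN-AS1 are antisense transcripts, whose reads cannot be told apart from those of LRP4 and the titin gene where strand was not used.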

We further verified the expression of these 12 lncRNAs and confirmed 7 of them, including LRP4-AS1, DICER1-AS1, TERC, ANK3, LINC00693, TTN-AS1 and CRHR1-IT1. Among them, DICER1-AS1 had the most significant difference in expression between SJSA-1 and G-292 cells (**Figure 1A**). 

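DICER1-AS1 was low in both cell lines and higher in G-292. Its transcript ENST00000439819, the one the study lists, had 16 reads in SJSA-1 and 74 reads in G-292, equal to 0.153 and 0.824 RPKM. The ratio was 5.38 (log2 2.43), with an exact 95% counting interval of 3.10 to 9.89. Both values are listed as 0 because they lie under 1 RPKM. The authors' deposited table gives a p-value of 0.538 and a q-value of 1 for this transcript. The reads were counted with a transcript length of 810 nt, taken from another version of the same transcript in GENCODE v29, which gave whole reads in both lines. With 1 RPKM added to both lines the ratio was 1.58, since that amount exceeds both values. The difference between the lines has no replicate check in these libraries, and DICER1-AS1 is antisense to DICER1, so without strand its reads cannot be told apart from reads of that gene where the genes overlap. The exons of ENST00000439819 share 0 bases with exons of DICER1 in GENCODE v29, so for this transcript the limit does not concern reads from annotated DICER1 exons. The paper then compares DICER1-AS1 between resistant lines, SJSA-1 among them, and sensitive lines, G-292 among them, by lncRNA-seq and qRT-PCR (Figure 1A), and from its lower level in the resistant lines proposes that it might function in multi-drugsensitivity.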

Next, we examined the expression of DICER1-AS1 in osteosarcoma cancer sample, in TCGA and target database, osteosarcoma samples have neither with differentiation of drug resistance with drug sensitivity, nor normal control data, so we choose the surrounding normal tissues as the control, we extract their FPKM data and make comparison, the results revealed that it was significantly downregulated in osteosarcoma cancer samples and then surrounding normal tissues (**Figure 1B**, **Supplementary Figure 3**). RNA fluorescence *in situ* hybridization results showed that DICER1-AS1 was localized in both the cytoplasm and nucleus, with nucleus localization being predominant (**Figure 1C**, **Supplementary Figure 4**). Thereafter, we compared the expression profile of DICER1-AS1 in multi-drugresistant OS cells (SJSA-1 and MNNG/HOS) and multi-drugsensitive OS cells (G-292 and 143B) by lncRNA-seq and qRT-PCR analysis. 

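The remaining transcripts of DICER1-AS1 ran the same way, so that all 5 entries under this gene name were lower in SJSA-1 than in G-292 cells. ENST00000435343, with 4 exons and 723 nt, had 15 reads in SJSA-1 and 63 in G-292, a ratio of G-292 over SJSA-1 of 4.88 (95% interval 2.75 to 9.24). ENST00000439999, which covers only the 3' part of the gene, had 15 and 38 reads and a ratio of 2.95 (95% interval 1.58 to 5.76). For ENST00000554631 and the RefSeq transcript NR_015415, whose reads could not be counted, the log2 fold changes of the authors' deposited table correspond to ratios of 6.76 and 5.16. These transcripts share exons and therefore reads, so they are not independent measurements. The other cell lines and the qRT-PCR were not analysed here.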

The results demonstrated the lower expression of DICER1-AS1 in multi-drugresistant OS cells compared with that in the multi-drugsensitive OS cells (**Figure 1A**), indicating that DICER1-AS1 might function in the multi-drugsensitivity of OS.

**Figure 1:**
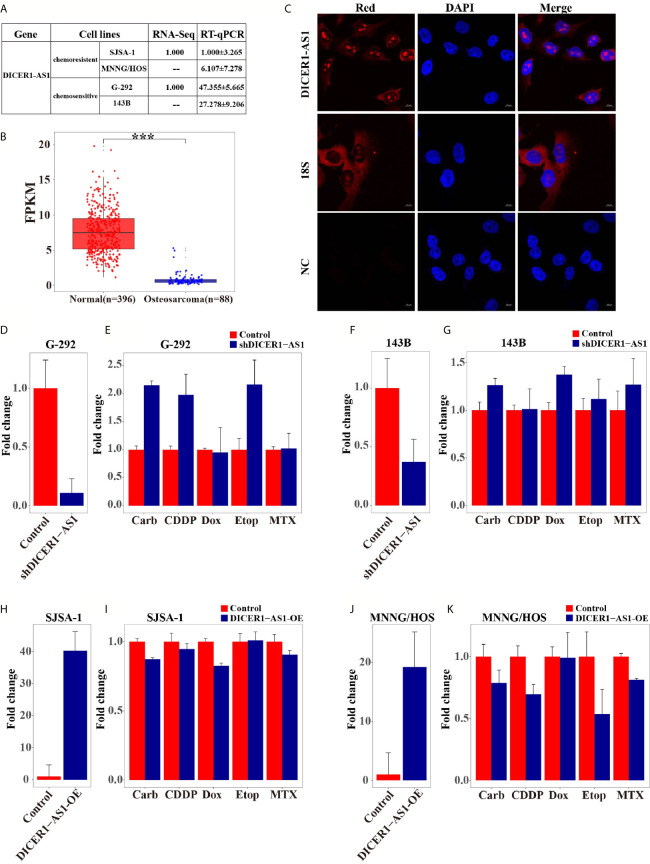
DICER1-AS1 is involved in the regulation of OS cells drug resistance. **(A)** The relative lncRNA-seq and real-time PCR analyse level (fold) of DICER1-AS1 in drugsensitive G-292 and 143B cells versus drugresistant SJSA-1 and MNNG/HOS cells. **(B)** Relative expression levels of the DICER1-AS1 FPKM data in 88 cases osteosarcoma cancer samples and 396 cases surrounding normal tissues. **(C)** RNA fluorescence in situ hybridization showing the localization of DICER1-AS1 in G-292 cells. Cells were incubated with DICER1-AS1 sense probes (5' GCCCA+A+CGCCA+AGGTCCA+GTCCA 3'). After DAPI staining, fluorescence was observed under a fluorescence microscope. Scale bar, 25μm. **(D, F)** The relative DICER1-AS1 expression level (fold) in G-292(D) and 143B(F) cells transfected with shDICER1-AS1 versus the negative control(NC). **(E, G)** CCK8 assay showing cell death triggered by an IC_50_ dose of drug in G-292 **(E)** and 143B **(G)** cells transfected with shDICER1-AS1 *versus* the negative control(NC) assayed 72 h after treatment with the IC_50_ dose of drugs. **(H, J)** The relative DICER1-AS1 expression level (fold) in SJSA-1(H) and MNNG/HOS(J) cells infected with DICER1-AS1-OE versus the negative control (NC). **(I, K)** CCK8 assay showing cell death triggered by an IC50 dose of drug in SJSA-1(I) and MNNG/HOS(K) cells infected with DICER1-AS1-OE *versus* the negative control(NC) assayed 72 h after treatment with the IC_50_ dose of drugs. The data are mean±SD of three separate experiments. “-” indicates no detection in the array analysis. ***p value < 0.001.

To further verify that DICER1-AS1 is involved in the regulation of OS drug resistance, we mandated to reverse the expression of DICER1-AS1 in OS cells. We knocked down the expression of DICER1-AS1 by transfection with shDICER1-AS1 in either G-292 or 143B cells, the multi-drugsensitive OS cells (**Figures 1D, F**). Downregulation of DICER1-AS1 increased the drug-resistance ability, as revealed by the relative cell survival, against the following drugs: etoposide (Etop), cisplatin (CDDP), and carboplatin (Carb) in G-292 cells (**Figure 1E**), and etoposide (Etop), methotrexate (MTX), carboplatin (Carb) and doxorubicin (Dox) in 143B cells (**Figure 1G**). On the contrary, when we upregulated the DICER1-AS1 level by lentivirus-infection of DICER1-AS1 in SJSA-1 or MNNG/HOS cells, the multi-drugresistant OS cells, as revealed by real-time PCR (**Figures 1H, J**), the drug-resistance capability against Carb and Dox was reduced in SJSA-1 cell (**Figure 1I**) and this is also the case in MNNG/HOS cell except for Dox (**Figure 1K**). These results showed that DICER1-AS1 indeed involves in the inhibition of the multi-drugresistance of OS cells.

### DICER1-AS1 Hypermethylation in Tumor Tissues and the Multi-Drugresistance of OS Cells

To further elucidate the regulation mechanism of DICER1-AS1, we analyzed the DICER1 gene in the UCSC database. The physical location of the DICER1 coding gene overlaps with DICER1-AS1, and the methylated DICER1 was reported to be involved in endometrial carcinoma invasion (35). 

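In GENCODE v29 on GRCh38, DICER1, which encodes the RNase III enzyme that cuts microRNA precursors, lies on the minus strand of chromosome 14 from 95086228 to 95158010. The antisense gene DICER1-AS1 lies on the plus strand from 95157645 to 95179933. The genes thus overlap head to head over 366 bp, from 95157645 to 95158010. DICER1-AS1 has 4 transcripts in this annotation with 3722 exonic bases in all, and 80 of these bases also lie in exons of DICER1. All 80 belong to ENST00000554631. The exons of ENST00000439819, ENST00000435343 and ENST00000439999 share 0 bases with exons of DICER1, and ENST00000439999 begins at 95177483, outside DICER1.

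**Figure D2:**
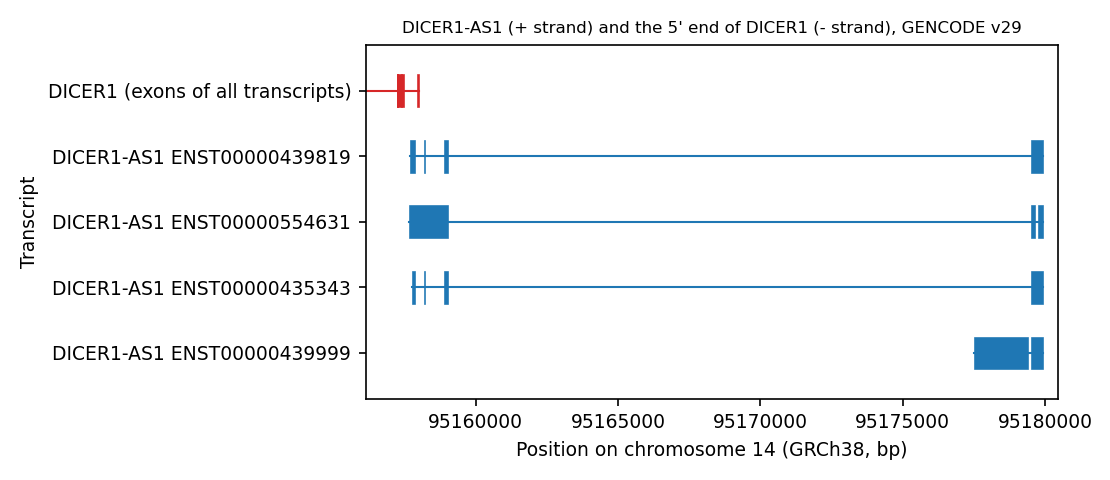
Map of the overlap on chromosome 14 (GRCh38, position in bp) with exons as boxes and introns as lines, for DICER1 (all transcripts joined, only its 5' end shown) and the 4 transcripts of DICER1-AS1 in GENCODE v29. The genes overlap between 95157645 and 95158010, and ENST00000439999 lies at the far end of DICER1-AS1.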

Meanwhile, DICER1-AS1 is rich in CpG islands as analyzed by the UCSC database (**Supplementary Figure 5B**), suggesting that DICER1-AS1 may be associated with methylation. Therefore, we first compared the DNA methylation levels of DICER1-AS1 in the tumor and normal tissues *via* the Cancer Genome Atlas (TCGA) datasets (http://cancergenome.nih.gov) (**Figure 2A**). The results showed that DICER1-AS1 in the tumor tissues has a general hypermethylation status, as compared to the normal tissues.

**Figure 2:**
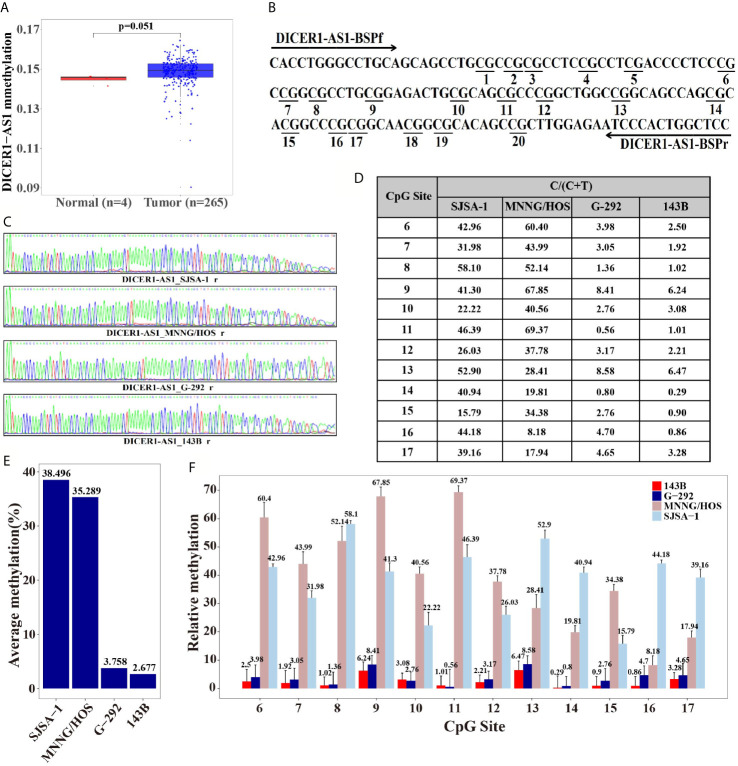
Differential methylation of the DICER1-AS1 gene in SJSA-1, MNNG/HOS, G-292 and 143B cells. **(A)** The methylation of DICER1-AS1was upregulated in tumor (TCGA data, red dot for tumor tissue, n=265; blue dot for normal tissue, n=4). **(B)** The CpG dinucleotides and the BSP primers of the DICER1-AS1 gene are shown. **(C)** The original reverse sequencing results of the bisulfite-converted DNA of the four OS cells are shown. **(D–F)** The percentage of CpG methylation of the four OS cells was summarized in the plot.

The differential methylation status of the promoter sequence of DICER1-AS1 was analyzed in four OS cells by the Bisulfite Sequencing PCR (BSP) assay. The analyzed sequence contained 20 CG points (**Figure 2B**), among which the sixth to seventeenth points were considered valid because of the instability of the peaks on both ends during sequencing (**Figures 2C, D**). The average methylation ratios of the DICER1-AS1 gene in SJSA-1 and MNNG/HOS were 38.5% and 35.3%, respectively, much higher than those in G-292 and 143B cells (**Figures 2E, F** and **Supplementary Figure 5**). The methylation degree was negatively correlated with its expression value, strongly indicating that the expression of DICER1-AS1 might be conducted by dual regulation *via* DNA methylation and miR-34a-5p.

### DICER1-AS1 Promotes OS Cells Apoptosis and G2/M Arrest

We performed both gain- and loss-of-function studies to investigate the pathological role of DICER1-AS1 in OS cells. The forced knockdown of the DICER1-AS1 level decreased the percentage of apoptotic cells from 13.50% to 6.40% in G-292, and 17.20% to 12.50% in 143B cells, respectively (**Figures 3A, B**). Furthermore, FACS analysis showed that knockdown of DICER1-AS1 increased the cell quantity in the G2/M phase, thus inhibiting DNA replication in G-292 and 143B cells (**Figures 3C, D**). These results imply that DICER1-AS1 could play a role in arresting cells in the G2/M phase to facilitate the necessary repair of cellular damage induced by stress, such as anti-cancer drugs.

**Figure 3:**
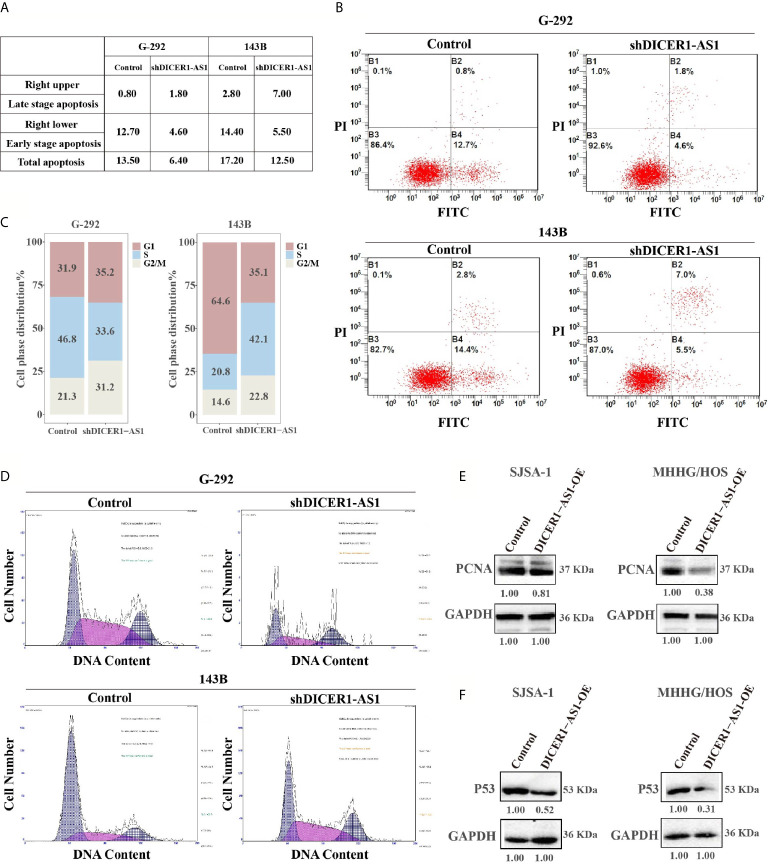
DICER1-AS1 is involved in OS cells apoptosis and G2/M arrest. **(A, B)** The effects of the forced reversal of DICER1-AS1 level on the apoptosis of G-292 and 143B cells by FACS analysis in plot and in the original with a graph of the analyzed data and plots of the original FACS data. **(C, D)** The effects of the forced reversal of DICER1-AS1 level on the cell cycle distribution of G-292 and 143B cells by FACS analysis in plot and in the original. **(E)** The protein levels of cell apoptosis related gene PCNA in SJSA-1 and MNNG/HOS cells infected with DICER1-AS1-OE versus the negative control(NC) determined by western blot analyses. **(F)** The protein levels of cell cycle related gene p53 in SJSA-1 and MNNG/HOS cells infected with DICER1-AS1-OE versus the negative control(NC) determined by western blot analyses.

Generally, overexpression of DICER1-AS1 might down regulate the expression of genes in the apoptosis-related signaling pathway. We found that PCNA was down regulated following the overexpression of DICER1-AS1 in both SJSA-1 and MNNG/HOS cells (**Figure 3E**). Additionally, following the overexpression of DICER1-AS1, p53 expression was drastically down regulated in SJSA-1 and MNNG/HOS cells (**Figure 3F**). The results clearly suggest that DICER1-AS1 is involved in the regulation of the cell cycle and apoptosis pathway.

### DICER1-AS1 Regulates the Expression of Growth Arrest and DNA Damage-Inducible Alpha (GADD45A)

To further identify the target genes of DICER1-AS1, we first detected the activities of seventeen signaling pathways with overexpressed DICER1-AS1 in SJSA-1 and MNNG/HOS cells. In the two independent experiments, only the cell cycle/pRb-E2F pathway showed similar changing trends in both SJSA-1 and MNNG/HOS cells (**Table 1**). Next, we profiled mRNA-seqs that were differentially expressed between DICER1-AS1-overexpression and control vector in SJSA-1 and MNNG/HOS cells, and got the GEO accession number of GSE153787 (**Figure 4A**). The results showed that dozens of genes were differentially expressed in both cells. Among these genes, we screened the mRNAs that might participate in the cell cycle/pRb-E2F pathway in both SJSA-1 and MNNG/HOS cells (**Supplementary Figure 6**). The results showed that growth arrest and DNA damage-inducible alpha (GADD45A) expression was significantly downregulated in both SJSA-1 and MNNG/HOS cells (**Table 2**, **Supplementary Figure 7**), as further confirmed by qRT-PCR assays (**Figure 4B**).

**Table 1:** The activities of seventeen signaling pathways with overexpressed DICER1-AS1 in SJSA-1 and MNNG/HOS cells.

Pathway	Transcription Factor	SJSA-1		MNNG/HOS	
		DICER1-AS1-O/E/NC		DICER1-AS1-O/E/NC-O/E	
Wnt	TCF/LEF	0.104	5.272	15.023	0.897
Notch	RBP-Jκ	0.086	3.736	0.278	1.190
p53/DNA Damage	p53	1.179	0.926	0.513	0.688
TGFβ	SMAD2/3/4	0.271	1.747	2.346	1.273
Cell cycle/pRb-E2F	E2F/DP1	0.331	0.219	0.426	0.736
NFκB	NFκB	0.175	8.798	12.259	0.721
Myc/Max	Myc/Max	0.617	1.063	6.563	1.522
Hypoxia	HIF1A	1.036	3.257	3.998	0.849
MAPK/ERK	Elk-1/SRF	0.384	6.966	12.575	0.750
MAPK/JNK	AP-1	1.229	11.438	3.325	0.885
ATF2/ATF3/ATF4	ATF2/ATF3/ATF4	0.868	7.421	2.161	0.480
cAMP/PKA	CREB	1.422	2.336	0.378	0.799
MEF2	MEF2	1.554	5.136	1.188	0.594
Hedgehog	GLI	1.534	3.494	0.869	1.223
PI3K/AKT	FOXO	1.532	1.984	497.609	1.282
IL-6	STAT3	1.096	0.744	26.098	1.063
PKC/Ca++	NFAT	0.558	2.206	2.030	1.145
Negative Control		1.000	1.000	1.000	1.000

**Figure 4:**
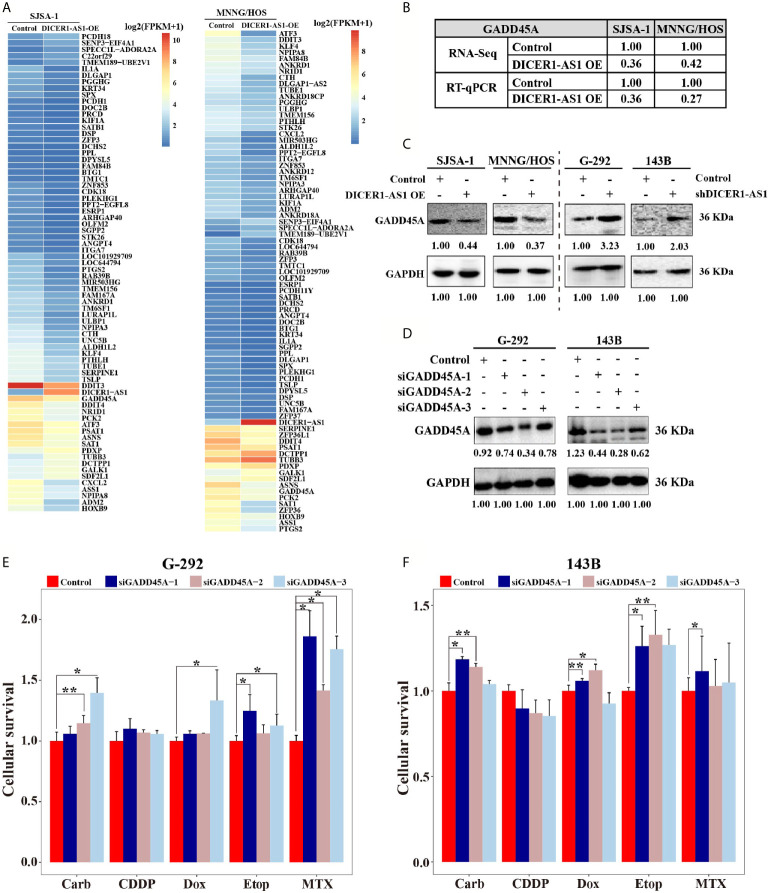
DICER1-AS1 interacts with growth arrest and DNA damage inducible alpha (GADD45A) in OS cells. **(A)** Hierarchical clustering analysis of mRNAs that were differentially expressed between DICER1-AS1-overexpression with control vector in SJSA-1 and MNNG/HOS cells respectively. **(B)** The relative GADD45A levels (fold) of DICER1-AS1-overexpression compared with control vectors measured by both RNA-seq and qRT-PCR analyses in MNNG/HOS and SJSA-1 cells, respectively. **(C)** The GADD45A protein levels with DICER1-AS1-overexpression compared with control vector (pEZ-lv201.1) in SJSA-1 and MNNG/HOS cells, respectively, and in the shDICER1-AS1-transfected versus the sh-NC-transfected G-292 and 143B cells, respectively. **(D)** The levels of GADD45A protein levels determined by western in the three different region’ siRNAs transfected into G-292 and 143B cells versus the NC-transfected cells, respectively. **(E, F)** The CCK8 assays showing cell death triggered by an IC_50_ dose of drug in G-292 and 143B cells transfected with GADD45A three different siRNAs versus the negative control (NC) assayed 72 h after treatment with the IC_50_ dose of drugs. *p value < 0.05; **p value < 0.01.

**Table 2:** GADD45A expression in SJSA-1 and MNNG/HOS cells.

MNNG/HOS		SJSA-1	
Symbol	DICER – AS1 OE/Control	Symbol	DICER – AS1 OE/Control
FOSB	0.00337	PRH1	0.00699
FOS	0.00356	LOC100289561	0.01449
KRTAP4-8	0.00775	ALX1	0.02128
CHML	0.01087	LTB4R2	0.02128
NPIPB4	0.01235	SULT1A4	0.02222
FAM209B	0.01351	GYPC	0.02439
AMT	0.01639	SPRR2D	0.03030
NPHP3-ACAD11	0.01724	TRIM6-TRIM34	0.03571
KRBOX4	0.42262	CXCL5	0.34169
GRK4	0.42268	TUBE1	0.34203
MAP1LC3C	0.42291	LINC00592	0.34280
GADD45A	0.42294	ACBD7-DCLRE1CP1	0.34314
FBLN5	0.42308	SLC12A7	0.35623
SLFN13	0.42331	FAM231A	0.35694
LYST	0.42347	BIK	0.35714
RNF103	0.42347	GADD45A	0.35728
RASSF8	0.42350	IFI16	0.35770
ZNF641	0.42353	ETV7	0.35940
NA	0.42379	NCOA7	0.35963
HLTF	0.42380	FSBP	0.34831
FAM155A	0.42394	RAC2	0.34961
STAU2	0.42424	GAS5	0.34974
GIN1	0.42424	IL15RA	0.34990
TOPORS	0.42434	RIPK4	0.35000
TMTC3	0.42446	SATB1	0.35135
TBC1D3L	0.42453	LOC155060	0.35211
CPEB4	0.42456	DMRTA1	0.35345
NBPF20	0.42468	ITPR1	0.35358
RASD1	0.42484	DGAT2	0.35385
FBXO11	0.42497	IL12A	0.35394
ANKIB1	0.42516	SESN2	0.35451
TP53INP1	0.20870	SFMBT2	0.35484

To test whether GADD45A is indeed regulated by DICER1-AS1, we detected the protein level of GADD45A in different OS cells. With DICER1-AS1-overexpression in SJSA-1 and MNNG/HOS cells, the GADD45A level was significantly downregulated. By contrast, downregulation of DICER1-AS1 in G-292 and 143B cells upregulates the expression of GADD45A (**Figure 4C**). These results clearly demonstrated that GADD45A negatively correlates with the DICER1-AS1 level and might be a target of DICER1-AS1.

To test the role of GADD45A in OS drug resistance, we performed drug-resistance profiling with transfection of si-GADD45A in both G-292 and 143B cells. Consistently, transfection of each of the three siRNAs that are complementary with the different regions of GADD45A in both G-292 and 143B cells to downregulate GADD45A expression (**Figure 4D**). Downregulation of GADD45A by three different si-GADD45A increased the drug resistance for four drugs except CDDP in G-292 cell, indicating a higher cell survival rate (**Figure 4E**). Similar results were also found in 143B cell despite of the discrepancy of CDDP (**Figure 4F**), the similar trend of the IC_50_ changes in G-292 cells transfected with three different si-GADD45A (**Supplementary Figure 8**). The results suggest that GADD45A is involved in the drug resistance of OS cells.

### DICER1-AS1 Interacts With miR-34a-5p Through Direct Binding

To further investigate whether DICER1-AS1 is the target of miR-34a-5p, we reversely changed the expression level of DICER1-AS1 and miR-34a-5p. As shown in **Figure 6**, transfection of an inhibitor against miR-34a-5p into SJSA-1 or MNNG/HOS cells increased the expression levels of DICER1-AS1 to 12.25 or 20.17 folds, respectively (**Figure 5A**). Alternatively, we overexpressed DICER1-AS1 by transfection with DICER1-AS1-OE and found that the expression of miR-34a-5p was significantly reduced (**Figure 5B**). A similar effect of the expression profile of DICER1-AS1 and miR-34a-5p was also found in G-292 and 143B cells (**Figures 5C, D**). The results suggest that miR-34a-5p and DICER1-AS1 antagonize each other.

**Figure 5:**
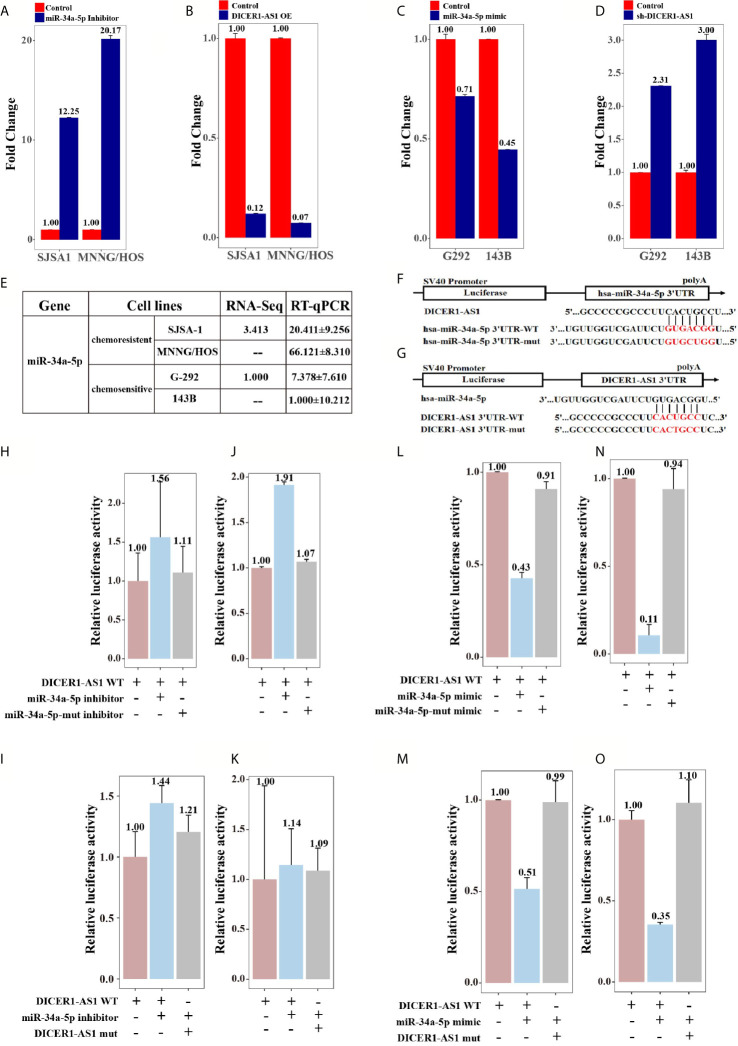
DICER1-AS1 interacts with miR-34a-5p through direct binding in vitro experiments. **(A)** The relative DICER1-AS1 expression level in the miR-34a-5p inhibitor-transfected SJSA-1 and MNNG/HOS cells versus the negative control (NC), as determined by qRT-PCR analyses. **(B)** The relative miR-34a-5p expression level in SJSA-1 and MNNG/HOS cells infected with DICER1-AS1-OE versus the negative control (NC). **(C)** The relative DICER1-AS1 expression level in the miR-34a-5p mimic-transfected G-292 and 143B cells versus the negative control (NC). **(D)** The relative miR-34a-5p expression level in G-292 and 143B cells transfected with shDICER1-AS1 versus the negative control (NC). **(E)** The relative miR-34a-5p level (fold) in G-292 and 143B cells versus SJSA-1 and MNNG/HOS cells measured by both miR-omic and qRT-PCR analyses were shown, “—” indicates no detection in the omic analysis. **(F)** Luciferase reporter constructs: WT and mut miR-34a-5p in the DICER1-AS1-binding sites were inserted into psiCHECK-2 vector. The red base region is the binding site. **(G)** Luciferase reporter constructs: WT and mut DICER1-AS1 in the miR-34a-5p-binding sites were inserted into psiCHECK-2 vector. The red base region is the binding site. **(H, J)** The relative luciferase activity of psiCHECK-2 containing WT-DICER1-AS1 co-transfected with NC, miR-34a-5p-inhibitor or miR-34a-5p-mut inhibitor in SJSA-1 and MNNG/HOS cells. **(I, K)** The relative luciferase activity of psiCHECK-2 containing WT or mutated DICER1-AS1 co-transfected with miR-34a-5p-inhibitor in SJSA-1 and MNNG/HOS cells. **(L, N)** The relative luciferase activity of psiCHECK-2 containing WT DICER1-AS1 co-transfected with NC, miR-34a-5p mimic or miR-34a-5p mut mimic in G-292 and 143B cells. **(M, O)** The relative luciferase activity of psiCHECK-2 containing WT or DICER1-AS1-mut co-transfected with miR-34a-5p-mimic in G-292 and 143B cells.

**Figure 6:**
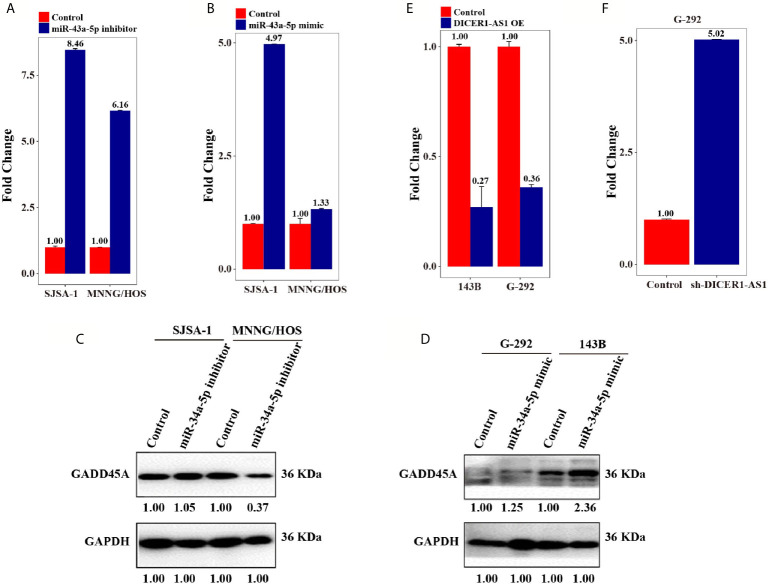
DICER1-AS1/miR-34a-5p/GADD45A involved in Cell cycle/pRb-E2F signaling pathway. **(A)** GADD45A mRNA level in the miR-34a-5p inhibitor-transfected SJSA-1 and MNNG/HOS cells versus the negative control (NC), as determined by qRT-PCR analyses. **(B)** GADD45A mRNA level in the miR-34a-5p mimic-transfected G-292 and 143B cells *versus* the negative control (NC). **(C)** The relative GADD45A expression level in SJSA-1 and MNNG/HOS cells infected with miR-34a-5p inhibitor versus the negative control (NC). **(D)** The relative GADD45A expression level in G-292 and 143B cells infected with miR-34a-5p mimics versus the negative control (NC). **(E)** The relative GADD45A expression level in SJSA-1 and MNNG/HOS cells infected with DICER1-AS1-OE *versus* the negative control (NC-OE). **(F)** The relative GADD45A expression level in G-292 cells infected with shDICER1-AS1versus the negative control (NC-OE).

Previously, we reported the results of miR-34a-5p from miR-omic analysis of the G-292 and SJSA-1 cell lines and qRT-PCR analysis in SJSA-1, MNNG/HOS, G-292 and 143B cells and found that miR-34a-5p is upregulated in SJSA-1 and MNNG/HOS cells but is downregulated in G-292 and 143B cells (30, 34). Thus, the expression of miR-34a-5p is negatively correlated with that of DICER1-AS1 (**Figures 1A**, **5E**).

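Summed over all entries of the gene name, DICER1-AS1 was 5.22 times as high in G-292 as in SJSA-1 cells by lncRNA-seq. Mature miR-34a-5p was not measured in these libraries. Its host gene MIR34AHG was listed at 1.47 RPKM in SJSA-1 and at 0 in G-292 with ENST00000437157 (chromosome 1, GRCh38, 9182007 to 9183750). In G-292 the fold change of the authors' deposited table corresponds to 0.576 RPKM, a ratio of SJSA-1 over G-292 of 2.56. Reads could not be counted for this entry, and whether it holds the microRNA was not tested. The precursor entry MIR34A was listed at 0 in both lines, and the authors' deposited table gives it a log2 fold change of -2.10 with a q-value of 1. With 2 cell lines no correlation can be computed.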

To examine if miR-34a-5p directly binds to DICER1-AS1, we performed a luciferase screening. First, we predicted the interaction region of DICER1-AS1 with miR-34a-5p using online databases. Next, we constructed luciferase reporter assays using the psiCHECK-2 vector with the insertion of wild-type or mutant DICER1-AS1 in the miR-34a-5p-binding sites (**Figures 5F, G**). The results indicated that miR-34a-5p might target DICER1-AS1 and down regulates DICER1-AS1. To further prove this, we systematically tested the miR-34a-5p-mediated effect of DICER1-AS1 expression using luciferase reporter assays. Cotransfection of DICER1-AS1 and the miR-34a-5p inhibitor into either SJSA-1 or MNNG/HOS cells significantly increased the luciferase activity, indicating an elevated expression of DICER1-AS1 following inhibition of miR-34a-5p (**Figures 5H, J**). By contrast, cotransfection of DICER1-AS1 and the miR-34a-5p-mut inhibitor showed almost no effect compared to that in the control cells. Similarly, when we mutated DICER1-AS1, no drastic differences were found even with cotransfection of the miR-34a-5p inhibitor (**Figures 5I, K**). Moreover, cotransfection of DICER1-AS1 and the miR-34a-5p mimic significantly downregulated the expression of DICER1-AS1 in G-292 and 143B cells, whereas either the DICER1-AS1 or miR-34a-5p mutant diminished this effect (**Figures 5L–O**). These results clearly suggest that DICER1-AS1 can interact with miR-34a-5p through direct binding.

### Regulatory Network of DICER1-AS1 in OS

The above results (**Figures 6A–D**) suggest that miR-34a-5p and DICER1-AS1 antagonize each other. Next, we detected the RNA and protein expression level of GADD45A accompanied by changing the level of either miR-34a-5p or DICER1-AS1. Following downregulation of miR-34a-5p in SJSA-1 and MNNG/HOS cells, the RNA expression level of GADD45A was upregulated (**Figure 6A**). However, following upregulation of miR-34a-5p in G-292 and 143B cells, the RNA expression level of GADD45A was also upregulated, although to a less extent (**Figure 6B**). With the transfection of miR-34a-5p inhibitor, where the miR-34a-5p will be downregulated, the GADD45A protein level was downregulated in MNNG/HOS cell, but showed a minor change in SJSA-1 cell (**Figure 6C**). Similarly, upregulation of miR-34a-5p in G-292 and 143B cells upregulated the GADD45A protein level (**Figure 6D**). The results suggest no direct correction between miR-34a-5p and GADD45A, similar results were confirmed by informatics analysis using predicted target genes websites of Targetscan, miRDB and microRNA.org. On the other hand, overexpression of DICER1-AS1 in SJSA-1 and MNNG/HOS cells resulted in reduced expression of GADD45A (**Figure 6E**), whereas downregulation of DICER1-AS1 in G-292 cells upregulated the expression of GADD45A (**Figure 6F**). The results revealed that the GADD45A level is negatively correlated with DICER1-AS1.

Considering that GADD45A is involved in cell cycle and apoptosis, we checked the expression of several pivotal proteins involved in these pathways (**Supplementary Figures 9** and **10**). As showed in **Figures 3E, F** following the overexpression of DICER1-AS1, the expression of p53 and PCNA was drastically downregulated in both SJSA-1 and MNNG/HOS cells. The results clearly suggest that DICER1-AS1 is indeed involved in the regulation of the cell cycle and apoptosis pathway. In summary, these results confirmed the regulatory network of DICER1-AS1/miR-34a-5p/GADD45A in OS tumorigenicity.

## Discussion

Cancer chemotherapy tolerance is a complex pathological process involving genetic and epigenetic changes of multiple genes (36, 37). Abnormal DNA methylation in cancer cells has been found to be closely related to the formation of drug resistance (38). Cancer cells suffer from a wide range of the epigenetic defects that are more tightly linked to the cancerous phenotypes.

DNA methylation is the best-characterized epigenetic mechanism in the regulation of gene expression, genomic imprinting, genome stabilization, and chromatin modification. The hypermethylated state of the promoter and enhancer regions tightly correlates with the transcriptionally silenced state of genes. Therefore, detection of the DNA methylation state of the promoter regions in patient samples promises a better way for both early detection and rationale personalized therapy of cancer. Notably, the aberrant DNA methylation has been reported to be involved in cancers. Recent studies have shown that expression alterations of lncRNA-encoding genes mediated by methylation can subsequently affect their downstream targets. Promoter hypermethylation of the lncRNA PLUT is predictive in patients with early stage I adenocarcinoma at high risk for early recurrence (39).

Moreover, recent studies have demonstrated that lncRNAs act as pivotal regulators of OS tumorigenicity because they participate in the pathogenesis process of OS, including cell growth, proliferation, invasion, migration, metastasis and cell prognosis (40–44). In this study, we found a lncRNA, DICER1-AS1, which negatively correlates with the expression of miR-34a-5p, a well-known regulator in OS drug resistance (5, 31, 35). Through gain- and loss-of function assays, we found that DICER1-AS1 suppresses the tumorigenicity of OS cells. Though, Dox may not affect cell survival in G-292 and MNNG/HOS cells drug resistance (**Figures 1G, J**). The discrepancy may be caused by different conditions and materials used in cell and animal experiments.

Similarly, our previous results suggested that miR-34a-5p plays roles in OS tumorigenicity, indicating the complicated network for noncoding RNA-regulated OS biology. Further *in vivo* and *in vitro* investigations revealed a central regulatory network of miR-34a-5p/DICER1-AS1/GADD45A. In detail, DICER1-AS1 and miR-34a-5p directly bind to each other and synergistically regulate OS drug resistance. Notably, a previous report found another miRNA, miR-30b, acts as a target of DICER1-AS1 to synergistically regulate OS proliferation, invasion and autophagy (44). Another report found the expression level of DICER1-AS1 in osteosarcoma tissues were significantly higher than those in corresponding noncancerous bone tissues, higher DICER1-AS1 had significant association with clinical stage and distant metastasis (45). This further suggests a complicated regulatory network for lncRNA-regulated cancer tumorigenicity. We further identified that GADD45A is one of the targets of DICER1-AS1 using mRNA profiling. These results enable us to propose a complicated regulatory pathway of OS drug resistance that involves DICER1-AS1, miR-34a-5p and GADD45A.

GADD45A, a ubiquitously expressed and DNA damage-responsive protein, a p53-regulated and DNA damage-inducible gene, is implicated in the protection against tumor malignancy. It plays important roles in suppressing cell proliferation, mediating cell cycle arrest, promoting apoptosis, inducing DNA repair, and stabilizing genomics (46–48). In accordance with previous reports, we found that up- or downregulation of DICER1-AS1 indeed altered the expression of the p53-regulated pathway. On the other hand, it is noteworthy that GADD45A promotes DNA demethylation through thymine DNA glycosylase (49–51), which correlates with the hypermethylation of DICER1-AS1 in drug-resistant OS cells. These results indicated a sophisticated feed-back regulation of GADD45A in OS drug resistance. The detailed mechanism underlying the biological functions of GADD45A involved in OS drug resistance remains to be elucidated in the near future.

Taken together, our findings in this work establish that targeting the miR-34a-5p/DICER1-AS1/GADD45A axis is a potential clinical strategy for therapeutic intervention in OS drug resistance. Our findings further support the notion of miR-34a-5p as a prospective drug to treat OS. Additionally, these results showed great promise for developing feasible diagnostic or prognostic biomarkers and prospective therapeutic targets based on DICER1-AS1. Further investigation and identification are still needed to elucidate the detailed mechanism of DICER1-AS1-mediated OS tumorigenesis.

In conclusion, our study demonstrated that DICER1-AS1 interacts with miR-34a-5p and targets GADD45A for the regulation of the cell cycle and apoptosis. Our results not only provide novel insights into the drug resistance of OS, but also offer hints for developing new biomarkers and therapeutic targets in OS.

## Conclusions

Our study demonstrated that DICER1-AS1 interacts with miR-34a-5p and controlling GADD45A for the regulation of the cell cycle and apoptosis. Our results not only provide novel insights into the drug resistance of OS, but also offer hints for developing new biomarkers and therapeutic targets in OS.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database and the accession number is GSE153786.

## Author Contributions

Conception and design: FW and SC. Acquisition of data: FZ, WQ, FC, CZ, and LK. Analysis and interpretation of data: FW and LK. Writing, review, and/or revision of the manuscript: FZ and SC. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Fundamental Research Funds for the Central Universities granted to FZ (WK9110000008), LK (WK9110000090), and CZ (WK9110000132), respectively. The Youth Fund of Anhui Cancer Hospital granted to FZ and LK, respectively. The Youth Technical Backbone Fund of West Branch of the First Affiliated Hospital of USTC granted to CZ and LK, respectively.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

OS, Osteosarcoma; lncRNA, long noncoding RNA; GADD45A, growth arrest and DNA damage inducible alpha; miR, microRNA; UTR, untranslated region; WT, wild-type vector; mut, mutant-type vector; PBS, phosphate-buffered saline; Dox, Doxorubicin; Etop, Etoposide; CDDP, Cisplatin; Carb, Carboplatin; MTX, Methotrexate; PI, propidium iodide; BSP, Bisulfite Sequencing PCR; CpG, Cytosine-phosphate-guanine.

## References

[1] RasmussenMHLyskjaerIJersie–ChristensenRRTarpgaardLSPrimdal–BengtsonBNielsenMM. miR-625-3p Regulates Oxaliplatin Resistance by Targeting MAP2K6-p38 Signalling in Human Colorectal Adenocarcinoma Cells. Nat Commun (2016) 7:12436. 10.1038/ncomms12436 27526785PMC4990699

[2] KoiralaPHuangJHoTTWuFDingXMoYY. Lncrna AK023948 is a Positive Regulator of AKT. Nat Commun (2017) 8:14422. 10.1038/ncomms14422 28176758PMC5309785

[3] BartelDP. MicroRNAs: Target Recognition and Regulatory Functions. Cell (2009) 136:215. 10.1016/j.cell.2009.01.002 19167326PMC3794896

[4] PuYYiQZhaoFWanghCaiWCaiS. MiR-20a-5p Represses Multi-Drug Resistance in Osteosarcoma by Targeting the KIF26B Gene. Cancer Cell Int (2016) 16:64. 10.1186/s12935-016-0340-3 27499703PMC4974744

[5] PuYZhaoFLiYCuiMWangHMengX. The miR-34a-5p Promotes the Multi-Chemoresistance of Osteosarcoma Via Repression of the AGTR1 Gene. BMC Cancer (2017) 17:45. 10.1186/s12885-016-3002-x 28073349PMC5223322

[6] MattickJSRinnJL. Discovery and Annotation of Long Noncoding RNAs. Nat Struct Mol Biol (2015) 22:5. 10.1038/nsmb.2942 25565026

[7] GuoWDongZShiYLiuSLiangJGuoY. Aberrant Methylation-Mediated Downregulation of Long Noncoding RNA LOC100130476 Correlates With Malignant Progression of Esophageal Squamous Cell Carcinoma. Digestive Liver Dis (2016) 48:961. 10.1016/j.dld.2016.05.010 27338851

[8] CechTRSteitzJA. The Noncoding RNA Revolution-Trashing Old Rules to Forge New Ones. Cell (2014) 157:77. 10.1016/j.cell.2014.03.008 24679528

[9] MercerTRDingerMEMattickJS. Long Non-Coding RNAs: Insights Into Functions. Nat Rev Genet (2009) 10:155. 10.1038/nrg2521 19188922

[10] WiluszJESunwooHSpectorDL. Long Noncoding RNAs: Functional Surprises From the RNA World. Genes Dev (2009) 23:1494. 10.1101/gad.1800909 19571179PMC3152381

[11] WangKCChangHY. Molecular Mechanisms of Long Noncoding RNAs. Mol Cell (2011) 43:904. 10.1016/j.molcel.2011.08.018 21925379PMC3199020

[12] YuanJHYangFWangFMaJZGuoYJTaoQF. A Long Noncoding RNA Activated by TGF-beta Promotes the Invasion-Metastasis Cascade in Hepatocellular Carcinoma. Cancer Cell (2014) 25:666. 10.1016/j.ccr.2014.03.010 24768205

[13] LiDLiuXZhouJHuJZhangDLiuJ. Long Noncoding RNA HULC Modulates the Phosphorylation of YB-1 Through Serving as a Scaffold of Extracellular Signal-Regulated Kinase and YB-1 to Enhance Hepatocarcinogenesis. Hepatology (2017) 65:1612. 10.1002/hep.29010 28027578

[14] FanJXingYWenXJiaRNiHHeJ. Long Non-Coding RNA ROR Decoys Gene-Specific Histone Methylation to Promote Tumorigenesis. Genome Biol (2015) 16:139. 10.1186/s13059-015-0852-5 26169368PMC4499915

[15] OromUAShiekhattarR. Long Noncoding RNAs Usher in a New Era in the Biology of Enhancers. Cell (2013) 154:1190. 10.1016/j.cell.2013.08.028 24034243PMC4108076

[16] KarrethFAPandolfiPP. ceRNA Cross-Talk in Cancer: When Ce-Bling Rivalries Go Awry. Cancer Discov (2013) 3:1113. 10.1158/2159-8290.CD-13-0202 24072616PMC3801300

[17] ZhangCLZhuKPMaXL. Antisense Lncrna FOXC2-AS1 Promotes Doxorubicin Resistance in Osteosarcoma by Increasing the Expression of FOXC2. Cancer Lett (2017) 396:66. 10.1016/j.canlet.2017.03.018 28323030

[18] SongJWuXLiuFLiMSunYWangY. Long Non-Coding RNA PVT1 Promotes Glycolysis and Tumor Progression by Regulating miR-497/HK2 Axis in Osteosarcoma. Biochem Biophys Res Commun (2017) 490:217. 10.1016/j.bbrc.2017.06.024 28602700

[19] ZhangWZhuangNLiuXHeLHeYMahinthichaichanP. The Metabolic Regulator Lamtor5 Suppresses Inflammatory Signaling Via Regulating Mtor-Mediated TLR4 Degradation. Cell Mol Immunol (2020) 17:1063. 10.1038/s41423-019-0281-6 31467416PMC7608472

[20] FurukawaMXiongY. BTB Protein Keap1 Targets Antioxidant Transcription Factor Nrf2 for Ubiquitination by the Cullin 3-Roc1 Ligase. Mol Cell Biol (2005) 25:162. 10.1128/MCB.25.1.162-171.2005 15601839PMC538799

[21] XuSGongYYinYXingHZhangN. The Multiple Function of Long Noncoding RNAs in Osteosarcoma Progression, Drug Resistance and Prognosis. Biomed Pharmacother (2020) 127:110141. 10.1016/j.biopha.2020.110141 32334375

[22] HanJShenX. Long Noncoding RNAs in Osteosarcoma Via Various Signaling Pathways. J Clin Lab Anal (2020) 34:e23317. 10.1002/jcla.23317 32249459PMC7307344

[23] PanKXieY. Lncrna FOXC2-AS1 Enhances FOXC2 mRNA Stability to Promote Colorectal Cancer Progression Via Activation of Ca(2+)-FAK Signal Pathway. Cell Death Dis (2020) 11:434. 10.1038/s41419-020-2633-7 32513911PMC7280533

[24] GuoWLvPLiuSXuFGuoYShenS. Aberrant Methylation-Mediated Downregulation of Long Noncoding RNA C5orf66-AS1 Promotes the Development of Gastric Cardia Adenocarcinoma. Mol Carcinogen (2018) 57:854. 10.1002/mc.22806 29566283

[25] BishopMWJanewayKAGorlickR. Future Directions in the Treatment of Osteosarcoma. Curr Opin Pediatr (2016) 28:26. 10.1097/MOP.0000000000000298 26626558PMC4761449

[26] IsakoffMSBielackSSMeltzerPGorlickR. Osteosarcoma: Current Treatment and a Collaborative Pathway to Success. J Clin Oncol (2015) 33:3029. 10.1200/JCO.2014.59.4895 26304877PMC4979196

[27] CongMLiJJingRLiZ. Long Non-Coding RNA Tumor Suppressor Candidate 7 Functions as a Tumor Suppressor and Inhibits Proliferation in Osteosarcoma. Tumour Biol: J Int Soc Oncodevelopmental Biol Med (2016) 37:9441. 10.1007/s13277-015-4414-y 26781978

[28] ZhangCLZhuKPShenGQZhuZS. A Long Non-Coding RNA Contributes to Doxorubicin Resistance of Osteosarcoma. Tumour Biol J Int Soc Oncodevelopmental Biol Med (2016) 37:2737. 10.1007/s13277-015-4130-7 26408180

[29] JacobJFavicchioRKarimianNMehrabiMHardingVCastellanoL. LMTK3 Escapes Tumour Suppressor miRNAs Via Sequestration of DDX5. Cancer Lett (2016) 372:137. 10.1016/j.canlet.2015.12.026 26739063

[30] PuYZhaoFWangHCaiWGaoJLiY. MiR-34a-5p Promotes the Multi-Drug Resistance of Osteosarcoma by Targeting the CD117 Gene. Oncotarget (2016). 10.18632/oncotarget.8546 PMC505373627056900

[31] ShiraishiMHayatsuH. High-Speed Conversion of Cytosine to Uracil in Bisulfite Genomic Sequencing Analysis of DNA Methylation. DNA Res An Int J Rapid Publ Rep Genes Genomes (2004) 11:409. 10.1093/dnares/11.6.409 15871463

[32] LewinJSchmittAOAdorjanPHildmannTPiepenbrockC. Quantitative DNA Methylation Analysis Based on Four-Dye Trace Data From Direct Sequencing of PCR Amplificates. Bioinformatics (2004) 20:3005. 10.1093/bioinformatics/bth346 15247106

[33] HayatsuHNegishiKShiraishiM. Accelerated Bisulfite-Deamination of Cytosine in the Genomic Sequencing Procedure for DNA Methylation Analysis. Nucleic Acids Symp Ser (Oxf) (2004) 261. 10.1093/nass/48.1.261 17150578

[34] JyotiKManjulaGGanachariMS. Application of KW-ANOVA Statistics to Generate Evidence for Cytotoxic Drug Wastage Induced Financial Burden Among Cancer Patients: A Clinical Pharmacist Observation. J Oncol Pharm Pract (2020) 6(7):1559–65. 10.1177/1078155219898710 31948346

[35] LiBLuWQuJZhangYWanX. DICER1 Regulates Endometrial Carcinoma Invasion Via Histone Acetylation and Methylation. J Cancer (2017) 8:933. 10.7150/jca.17435 28529604PMC5436244

[36] HastBE. Proteomic Analysis of Ubiquitin Ligase KEAP1 Reveals Associated Proteins That Inhibit NRF2 Ubiquitination. Cancer Res (2013) 73:2199. 10.1158/0008-5472.CAN-12-4400 23382044PMC3618590

[37] DengHLvLLiYZhangCMengFPuY. miR-193a-3p Regulates the Multi-Drug Resistance of Bladder Cancer by Targeting the LOXL4 Gene and the Oxidative Stress Pathway. Mol Cancer (2014) 13:234. 10.1186/1476-4598-13-234 25311867PMC4200202

[38] Kim-WannerSZAssenovYNairMBWeichenhanDBennerABeckerN. Genome-Wide DNA Methylation Profiling in Early Stage I Lung Adenocarcinoma Reveals Predictive Aberrant Methylation in the Promoter Region of the Long Non-Coding RNA PLUT - An Exploratory Study. J Thoracic Oncol (2020). 10.1016/j.jtho.2020.03.023 32272161

[39] KangKAHyunJW. Oxidative Stress, Nrf2, and Epigenetic Modification Contribute to Anticancer Drug Resistance. Toxicol Res (2017) 33:1. 10.5487/TR.2017.33.1.001 28133507PMC5266370

[40] GuoXXuYWangZWuYChenJWangG. A Linc1405/Eomes Complex Promotes Cardiac Mesoderm Specification and Cardiogenesis. Cell Stem Cell (2018) 22(6):893–908.e6. 10.1016/j.stem.2018.04.013 29754779

[41] HuangLZengLChuJXuPLvMXuJ. Chemoresistancerelated Long Noncoding RNA Expression Profiles in Human Breast Cancer Cells. Mol Med Rep (2018) 18(1):243–53. 10.3892/mmr.2018.8942 PMC605967629749447

[42] ChoSWXuJSunRMumbachMRCarterACChenYG. Promoter of Lncrna Gene Pvt1 Is a Tumor-Suppressor DNA Boundary Element. Cell (2018) 173:1398. 10.1016/j.cell.2018.03.068 29731168PMC5984165

[43] GuZHouZZhengLWangXWuLZhangC. Lncrna DICER1-AS1 Promotes the Proliferation, Invasion and Autophagy of Osteosarcoma Cells Via Mir-30b/ATG5. Biomed Pharmacother (2018) 104:110. 10.1016/j.biopha.2018.04.193 29772430

[44] HuXHDaiJShangHLZhaoZXHaoYD. High Levels of Long Non-Coding RNA Dicer1-AS1 Are Associated With Poor Clinical Prognosis in Patients With Osteosarcoma. Eur Rev Med Pharmacol Sci (2018) 22:7640.3053630510.26355/eurrev_201811_16379

[45] JinSAntinoreMJLungFDDongXZhaoHFanF. The GADD45 Inhibition of Cdc2 Kinase Correlates With GADD45-mediated Growth Suppression. J Biol Chem (2000) 275:16602. 10.1074/jbc.M000284200 10747892

[46] HildesheimJBulavinDVAnverMRAlvordWGHollanderMCVardanianL. Gadd45a Protects Against UV Irradiation-Induced Skin Tumors, and Promotes Apoptosis and Stress Signaling Via MAPK and P53. Cancer Res (2002) 62:7305.12499274

[47] YangFZhangWLiDZhanQ. Gadd45a Suppresses Tumor Angiogenesis Via Inhibition of the mTOR/STAT3 Protein Pathway. J Biol Chem (2013) 288:6552. 10.1074/jbc.M112.418335 23329839PMC3585088

[48] LiZGuTPWeberARShenJZLiBZXieZG. Gadd45a Promotes DNA Demethylation Through TDG. Nucleic Acids Res (2015) 43:3986. 10.1093/nar/gkv283 25845601PMC4417182

[49] BarretoGSchaferAMarholdJStachDSwaminathanSKHandaV. Gadd45a Promotes Epigenetic Gene Activation by Repair-Mediated DNA Demethylation. Nature (2007) 445:671. 10.1038/nature05515 17268471

[50] ZhouLWangWYangCZengTHuMWangX. Gadd45a Promotes Active DNA Demethylation of the MMP-9 Promoter Via Base Excision Repair Pathway in AGEs-Treated Keratinocytes and in Diabetic Male Rat Skin. Endocrinology (2018) 159:1172. 10.1210/en.2017-00686 29244109

[51] KhalilHSGoltsovALangdonSPHarrisonDJBownJDeeniY. Quantitative Analysis of NRF2 Pathway Reveals Key Elements of the Regulatory Circuits Underlying Antioxidant Response and Proliferation of Ovarian Cancer Cells. J Biotechnol (2015) 202:12. 10.1016/j.jbiotec.2014.09.027 25449014

# Supplementary material for: Long Noncoding RNA DICER1-AS1 Functions in Methylation Regulation on the Multi-Drugresistance of Osteosarcoma Cells via miR-34a-5p and GADD45A
**Source:** Front Oncol. 2021 Jul 9;11:685881. doi: 10.3389/fonc.2021.685881

Long noncoding RNA DICER1-AS1 functions in methylation regulation on the multi-drugresistance of osteosarcoma cells via miR-34a-5p and GADD45A

Supplementary Fig. 1

The sequence of primers and probes of DICER1-AS1:

hDICER1-AS1 F: 5'-TGGGATTACGGGCGTGAG-3'

hDICER1-AS1 R: 5'-CCTGGGGCACTCCTTCAGC-3'

hDICER1-AS1 P: 5'-CY5-CACCGTACCCAGCCTGCTTCCTG-3'

The sequence of primers and probes of GADD45A:

hGADD45A F: 5'-CCCCGATAACGTGGTGTGTGT-3'

hGADD45A R: 5'-GATGTCGTTCTCGCAGCAAA-3'

hGADD45A P: 5'-FAM-CTCTGCAGATCCACTTCACCCTGATCCA-3'

The sequence of si-DICER1-AS1:

si-DICER1-AS1_001 GGAATAACTTCCAACAAGT

si-DICER1-AS1_002 GACGATTGTCTAAGGATGA

si-DICER1-AS1_003 CACATTTCTTACTCCATA

The sequence of si-GADD45A:

si-GADD45A-1

GCGAGAACGACAUCAACAUTT

AUGUUGAUGUCGUUCUCGCTT

si-GADD45A-2

CCUGCCUUAAGUCAACUUATT

UAAGUUGACUUAAGGCAGGTT

si-GADD45A-3

CCGAAAGGGUUAUCAUAUTT

AUAUGAUUAACCCUUCGCGTT

The sequence of sh-DICER1-AS1:

DICER1-AS1-shRNA(GGAATAACTTCCAACAAGT)

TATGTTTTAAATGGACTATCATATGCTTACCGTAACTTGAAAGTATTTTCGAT

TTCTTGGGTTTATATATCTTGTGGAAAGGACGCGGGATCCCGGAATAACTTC

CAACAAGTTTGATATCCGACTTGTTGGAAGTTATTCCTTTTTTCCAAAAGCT

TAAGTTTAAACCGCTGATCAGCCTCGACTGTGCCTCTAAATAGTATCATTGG

GC

The sequence of hsa-miR-34a-5p inhibitor:

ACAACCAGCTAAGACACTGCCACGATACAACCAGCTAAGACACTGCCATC

ACACAACCAGCTAAGACACTGCCA

The sequence of hsa-miR-34a-5p-O/E:

TGGCAGTGTCTTAGCTGGTTGT

The sequence of hsa-miR-34a-5p NC-O/E:

TTCTCCGAACGTGTCACGT

The sequence of DICER1-AS1-O/E:

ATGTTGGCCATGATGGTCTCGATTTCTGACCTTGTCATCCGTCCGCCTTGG
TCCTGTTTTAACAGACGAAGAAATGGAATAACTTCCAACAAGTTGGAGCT
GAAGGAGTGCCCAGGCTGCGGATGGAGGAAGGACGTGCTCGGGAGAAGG
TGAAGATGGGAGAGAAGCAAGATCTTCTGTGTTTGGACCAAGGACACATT
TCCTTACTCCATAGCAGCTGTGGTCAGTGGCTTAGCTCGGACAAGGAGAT
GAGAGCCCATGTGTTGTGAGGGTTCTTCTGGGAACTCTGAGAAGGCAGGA
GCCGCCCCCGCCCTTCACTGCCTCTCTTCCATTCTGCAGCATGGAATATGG
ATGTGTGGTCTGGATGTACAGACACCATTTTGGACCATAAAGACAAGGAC
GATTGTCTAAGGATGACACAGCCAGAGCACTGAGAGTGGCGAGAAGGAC
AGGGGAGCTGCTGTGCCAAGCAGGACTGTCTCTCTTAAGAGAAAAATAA

The sequence of DICER1-AS1-BSP primers:

DICER1-AS1-F 5' TATTTGGGTTTGTAGTAGT 3'

DICER1-AS1-R 5' AAACCAATAAAATTCTCCA 3'

The sequence of DICER1-AS1-wt:

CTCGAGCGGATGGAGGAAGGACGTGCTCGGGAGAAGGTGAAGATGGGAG
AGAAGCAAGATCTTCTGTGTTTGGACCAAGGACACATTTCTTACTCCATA
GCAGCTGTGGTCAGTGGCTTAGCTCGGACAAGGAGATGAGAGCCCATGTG
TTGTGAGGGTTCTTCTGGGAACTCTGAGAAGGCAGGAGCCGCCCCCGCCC
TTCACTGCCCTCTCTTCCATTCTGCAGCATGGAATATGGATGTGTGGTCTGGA
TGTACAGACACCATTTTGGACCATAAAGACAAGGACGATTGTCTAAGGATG
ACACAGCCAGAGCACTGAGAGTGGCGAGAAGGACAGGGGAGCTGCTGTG
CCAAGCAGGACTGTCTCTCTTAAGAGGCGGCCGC

The sequence of DICER1-AS1-mut:

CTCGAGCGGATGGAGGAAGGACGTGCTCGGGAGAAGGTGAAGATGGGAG
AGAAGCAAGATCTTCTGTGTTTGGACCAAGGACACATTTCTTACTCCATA
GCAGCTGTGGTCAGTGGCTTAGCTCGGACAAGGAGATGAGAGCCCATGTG
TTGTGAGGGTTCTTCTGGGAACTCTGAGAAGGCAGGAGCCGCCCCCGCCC
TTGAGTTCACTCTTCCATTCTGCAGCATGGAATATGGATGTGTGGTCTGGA
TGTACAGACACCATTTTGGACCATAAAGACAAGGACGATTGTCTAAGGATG
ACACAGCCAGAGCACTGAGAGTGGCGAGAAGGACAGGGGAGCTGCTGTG
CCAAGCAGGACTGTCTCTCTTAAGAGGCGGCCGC

Supplementary Fig. 2

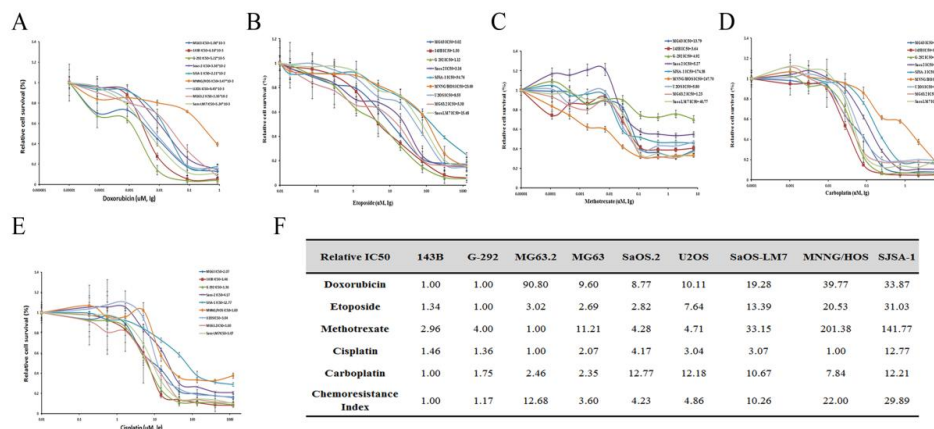

Drug resistance profiling of nine osteosarcoma cell lines.

(A-E).IC₅₀ values of the five indicated chemotherapeutics for nine osteosarcoma cell lines. The cell survival rates were calculated as percentages relative to the mock treatment and plotted against lg μ M of drug. (F).The IC₅₀ (-fold) values relative to those of the most sensitive cell line (143B) are presented in the table. Judged by the fold difference over the lowest IC₅₀, in this manuscript, G-292 and 143B regard as the multi-drugsensitive cell lines, while SJSA-1 and MNNG/HOS as the resistant cell line.

Supplementary Fig. 3

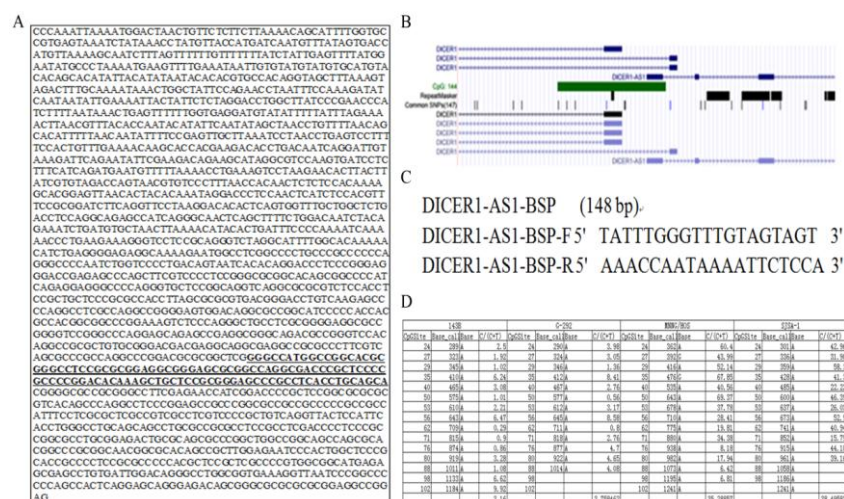

The promoter region, CG sites, BSP primers and the results of sequence of each site in four OS cell lines. (A).The 2000bp promoter region of DICER1-AS1, the PCR amplification sequence riched in CG island was marked with bold and underline.

(B).The information of DICER1-AS1 in UCSC (<http://genome.ucsc.edu/>). (C).The BSP primers of DICER1-AS1. (D).The results of each site in four OS cell lines.

Supplementary Fig. 4

The full-length gels of the Fig 3E and Fig 3F western analyses used in the revised manuscript.

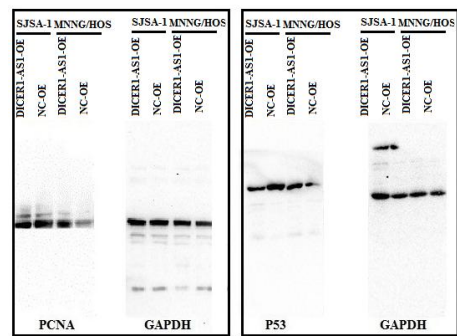

The full-length gels of the Fig 4C western analyses used in the revised manuscript.

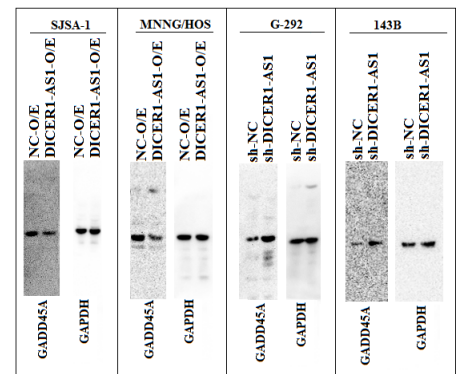

The full-length gels of the Fig 4D western analyses used in the revised manuscript.

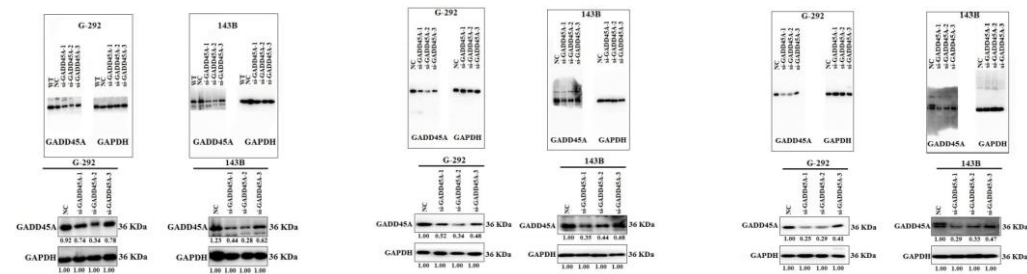

The full-length gels of the Fig 6C and Fig 6D western analyses used in the revised manuscript.

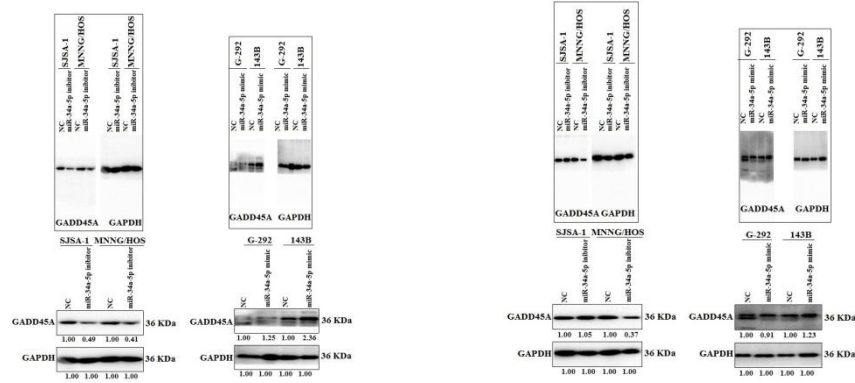

Supplementary Fig. 5

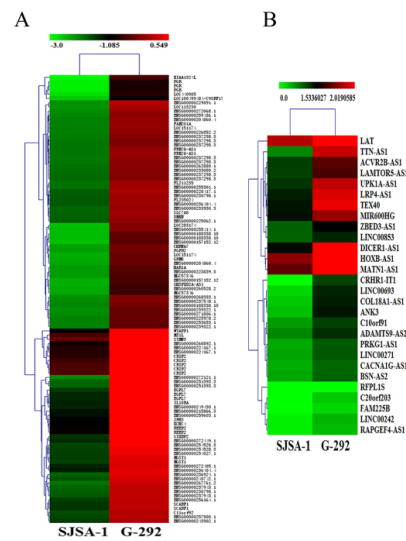

(A). Hierarchical clustering analysis of RNA-seq lncRNAs that were differentially expressed between G-292 and SJSA-1 cells, the coordinates on the right represent the expression of the lg(fpkm+1). (B). Hierarchical clustering analysis of RNA-seq lncRNAs that negatively correlates with miR-34a-5p, the coordinates on the right represent the expression of the lg(fpkm+1).

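On the side of SJSA-1 cells, the largest ratio belonged to CARMN, the host RNA of the smooth muscle microRNAs miR-143 and miR-145. Its transcript ENST00000505254 was listed at 4.18 RPKM in SJSA-1 and at 0 in G-292, and the log2 fold change of the authors' deposited table corresponds to a ratio of SJSA-1 over G-292 of 1831. This rests on 0.00228 RPKM in G-292, where 1 read per kilobase is worth 0.00902 RPKM, and its reads could not be counted. For another transcript, ENST00000602964, 3885 reads in SJSA-1 stood against 4 in G-292, a ratio of 835 (95% interval 326 to 3067). Entries of other gene identifiers lie at the same place on chromosome 5. ENSG00000269936 (GRCh38, 149406880 to 149432835) was listed at 2.47 RPKM and at 0, with a ratio of 698 in the authors' deposited table. ENSG00000253864 had 1983 and 0 reads, 569-fold when set against 3 reads (lower end of the exact 95% interval 462). MIR143HG, an older name of the same host gene, had a ratio of 456 in the authors' deposited table. The imprinted lncRNA MEG3 had 1100 reads in SJSA-1 and 0 in G-292 with ENST00000455531, 315-fold when set against 3 reads (lower end of the exact 95% interval 256). Its transcript ENST00000521256 had 158 and 1 reads, a ratio of 136 (95% interval 24.0 to 5401). AC025165.5 on chromosome 12 (GRCh38, 57803838 to 57804415) had 434 and 1 reads, a ratio of 373 (95% interval 66.6 to 14777). AC022034.1 had 1163 and 0 reads, 333-fold when set against 3 reads (lower end of the exact 95% interval 271). HLA-H, a pseudogene of the HLA class I family, and a noncoding transcript of the ion channel gene TRPM2 had ratios of 1488 and 524 in the authors' deposited table. These rest on 0.000822 and 0.00614 RPKM in G-292, and reads could not be counted for either. With 1 read per kilobase worth 0.00902 RPKM, the HLA-H value is under 1 read for a transcript no longer than its place (29887573 to 29891079). For TRPM2, reads of the messenger RNA cannot be told apart where exons are shared. MAGI2-AS3 had 312 reads in SJSA-1 and 1 in G-292 (ratio 268, 95% interval 47.8 to 10633).
Among lncRNAs studied in cancer or drug resistance, 23 of 51 were detected, 9 were over 2-fold higher in SJSA-1 and 2 in G-292, counted after adding 0.1 RPKM to the values before small ones were set to 0. MALAT1 was at 100 RPKM in SJSA-1 and 26.0 RPKM in G-292, TUG1 at 6.29 and 2.06 RPKM, and MEG3 with ENST00000520714 at 4.95 RPKM and listed at 0. FOXC2-AS1, which the paper names from earlier work on osteosarcoma, went the other way with 29 and 112 reads. The list's median log2 ratio was -0.86, at percentile 15.9 of the random lists. Of 32 microRNA host genes, 15 were detected, 10 were higher in SJSA-1 and 2 in G-292 by the same rule of size, with a median of -1.26 at percentile 7.99. These counts take in MIR145, itself a microRNA of the same locus on chromosome 5 as the host gene MIR143HG, and for MIR17HG an entry that is the microRNA precursor MIR19A (82 nt). With entries of small RNAs left out, a setting chosen after the data were seen, 14 were detected, 9 higher in SJSA-1 and 1 (MIR4458HG, 81 and 253 reads) in G-292, with a median of -1.24 at percentile 7.19. MIR22HG was at 6.87 and 1.17 RPKM and MIRLET7BHG at 5.60 and 0.656 RPKM, while MIR17HG with ENST00000400282 had 96 reads in SJSA-1 and 172 in G-292, a ratio of 2.08 (95% interval 1.61 to 2.70) that was under 2 after 0.1 RPKM was added. Of 27 lncRNAs linked to p53, 12 were detected, MEG3 among them, with 7 higher in SJSA-1, 1 (LINC-PINT, 114 and 285 reads) in G-292 and a median of -1.18 at percentile 13.7. The noncoding transcripts of the HOX clusters went both ways, with 7 of 24 detected, 3 higher in each line and a median of 0.08 at percentile 85.4. With transcripts of at least 400 nt, a setting chosen after the data were seen, 6 were detected, 2 higher in G-292 and 3 in SJSA-1, and the median was -0.55 at percentile 45.6. HOTAIRM1 had 29 reads in SJSA-1 and 81 in G-292, HOTAIR had 124 and 5, and HOXD-AS2 was at 4.87 and 2.10 RPKM. Some lncRNAs stand on more than one of these lists, and NORAD and CYTOR stand on the first also under an older name. The median over all 3120 detected gene names was -0.53.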

Supplementary Fig. 6

Gene ID	Name	Position	Strand	SJSA-1 RPKM	G-292 RPKM	G-292/SJSA-1
ENST00000582491	CRER1-IT1	chr17:45638975-45646239	+	0.008	0.135	17.290
ENST00000582847	TTN-AS1	chr21:178523827-178620217	+	0.052	0.824	15.787
ENST00000554453	LAT	chr16:28994836-28999783	+	0.763	9.807	12.858
ENST00000425118	LINC00693	chr9:28575278-28758337	+	0.018	0.202	11.327
ENST00000397787	COL1A1-AS1	chr21:45419716-45425970	-	0.021	0.227	10.835
ENST00000414786	ANK3	chr10:60026298-60735526	-	0.024	0.250	10.486
ENST00000602385	TERC	chr3:169764810-169785060	-	164.017	1033.610	6.302
ENST00000439819	DICER1-AS1	chr14:95157888-95179933	+	0.289	1.479	5.115
ENST00000443196	UPK1A-AS1	chr19:35667948-35673291	-	0.164	0.799	4.867
ENST00000502049	LRP4-AS1	chr11:46846411-46874416	+	0.217	0.890	4.110
ENST00000328404	TEX40	chr11:64300391-64304767	+	0.253	0.966	3.813
ENST00000515356	ZBED3-AS1	chr5:77066798-77148351	+	0.089	0.337	3.787
ENST00000415531	ACVR2B-AS1	chr9:38451027-38454320	-	0.144	0.512	3.559
ENST00000392630	C11orf91	chr10:132443210-132448321	+	0.039	0.136	3.458
ENST00000608990	C20orf203	chr20:32631625-32651981	-	0.006	0.021	3.458
ENST00000468033	ADAMTS9-AS2	chr3:64684870-65011468	+	0.052	0.180	3.458
ENST00000598158	LAMTOR3-AS1	chr1:110407809-110416274	+	0.136	0.471	3.458
ENST00000502764	HOOB-AS1	chr17:48543351-48551241	+	0.637	1.951	3.063
ENST00000420193	PRKG1-AS1	chr10:5239848-52314128	-	0.032	0.096	2.997
ENST00000421178	LINC00771	chr17:135497801-135699338	+	0.035	0.102	2.882
ENST00000505495	CACNA1G-AS1	chr17:50556307-50562108	-	0.050	0.082	2.690
ENST00000414282	SNHG7	chr9:136724394-136728184	-	102.005	258.103	2.530
ENST00000421598	B5N-AS2	chr5:49549306-49543466	-	0.033	0.084	2.497
ENST00000449175	MIR608HG	chr9:123109494-123115477	-	0.269	0.671	2.492
ENST00000437615	LINC00342	chr9:169788790-169798825	-	0.012	0.028	2.305
ENST00000429328	LINC00853	chr1:47179250-47180339	+	0.088	0.202	2.305
ENST00000423546	FAM223B	chr9:113104723-113111677	-	0.007	0.017	2.305
ENST00000461386	RFP1L5	chr22:28437015-28442129	-	0.003	0.007	2.305
ENST00000414532	MATN1-AS1	chr1:30718772-30726746	+	0.524	1.207	2.305
ENST00000435328	RAPGEF4-AS1	chr2:172723189-172736206	-	0.013	0.025	2.017

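Many of the candidate lncRNAs had few reads, and 6 of the 17 with countable reads had under 10 reads over both lines. ZBED3-AS1 had 1 read in SJSA-1 and 4 in G-292, a ratio of 4.65 (95% interval 0.460 to 229). PRKG1-AS1 had 1 and 2 reads, LINC00242 had 2 and 4 reads, FAM225B had 3 and 6 reads and LINC00853 had 4 and 8 reads. Their ratio is 2.33 in each case, because 1 read in G-292 is worth 1.16 times the RPKM of 1 read in SJSA-1. BSN-DT (6 and 13 reads, ratio 2.52) and RAPGEF4-AS1 (4 and 7 reads, ratio 2.03) also have intervals that include 1. Ratios of 2 or less were found for CACNA1G-AS1 (3 and 5 reads, ratio 1.94), MATN1-AS1 (128 and 204 reads, ratio 1.85, 95% interval 1.48 to 2.33) and LAMTOR5-AS1 (1 and 1 read, ratio 1.16, 95% interval 0.0148 to 91.3). The other 11 candidates were not matched by identifier and are given no value under it.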

Using pathway enrichment with Kegg data base to screen the lncRNA genes (the ratio>2) related to miR-34a-5p, which is our previous focused.

Supplementary Fig. 7

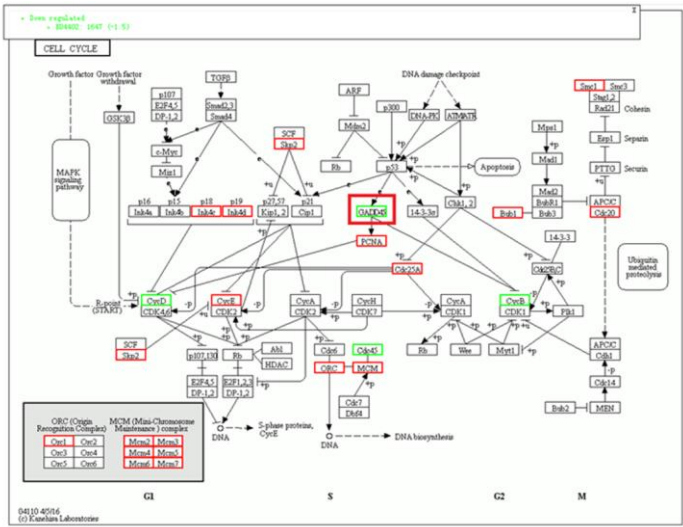

The associated genes analysis of GADD45A in cells by pathway enrichment with Kegg data base.

Supplementary Fig. 8

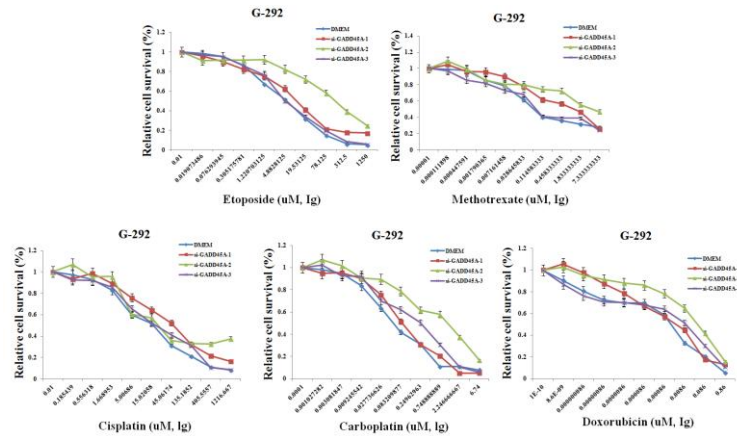

G-292 cells transfected 12hours with the three siRNA of GADD45A were seeded in triplicate in 96-well plates at a density of 0.5×10^4 cells/well and treated with 4-fold serially diluted drugs concentration gradient for another 72 hours, then, cell viability was measured using CCK-8.

Supplementary Fig. 9

Gene Ontology enrichment analyses with differentially expressed gene

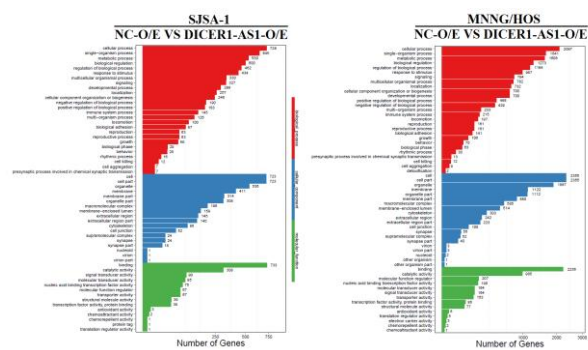

Supplementary Fig. 10

The snapshots of RNA-seq in GADD45A loci

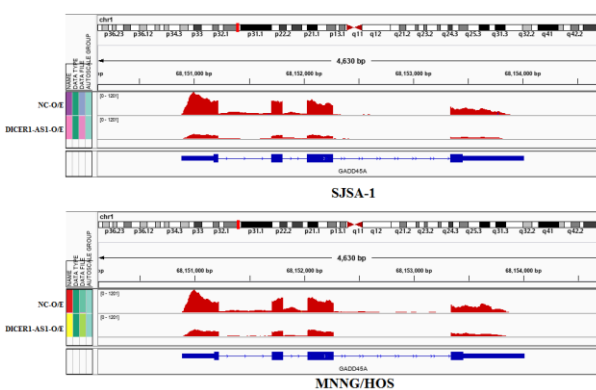

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

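Total RNA of the osteosarcoma cell lines SJSA-1 (multi-drugresistant) and G-292 (multi-drugsensitive) was sequenced by the authors, with 1 library per cell line. The authors' deposited table holds 1 entry per transcript with the RPKM in each line, the log2 fold change of G-292 over SJSA-1, a p-value and a q-value. The submitters' processing notes name Bowtie 0.12.2 and the builds hg19 and mm8. The read counter, the annotation release and the use of strand are not given in the sources used here. The authors set RPKM values under 1 to 0 after the log2 fold change and the p-value had been computed. Where a library has no reads the table gives a log2 fold change of 0 with a p-value of 0, and these entries were treated as having no fold change. In 14 entries listed in SJSA-1 only, the authors' deposited fold equals the SJSA-1 value against exactly 0.5 RPKM in G-292, which was read as a substitute for a missing value, and no ratio was computed for them as single transcripts. In counts and list medians they were taken as listed, at 0 in G-292. Of the gene list members only VTRNA1-2 is such an entry. There was no value column without a mapped sample.

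The log2 fold change in the authors' deposited table equals the log2 ratio of the listed values in 100% of the 3003 entries above 0 in both lines. The authors' p-values follow an MA-plot test, centred at a log2 ratio of 0.33, that takes the RPKM values as counts. The name of their test is not given in the sources used here. Inverting that test gave back the 2 values behind a fold change and its p-value. It was checked on 1949 entries listed in one line, where 100% of restored values came within 1% of the listed one. On simulated data 100% of 8494 values were restored within 1%. Those p-values were made with the same formula, so this checks the computation only and not the form of the authors' test. The read worth was found from the steps of RPKM times transcript length, with the lengths of GENCODE v29 for the 15667 Ensembl entries of the same version. Whole reads (within 0.1 read, for up to 300 reads) came out for 100% of 870 listed values in SJSA-1 and 749 in G-292, and for 100% of 4627 and 4643 restored values. The restoring of values and reads was devised after the table had been examined.

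Counts of transcripts over 2-fold higher in a line used the listed RPKM, with at least 0.1 RPKM in one line. Because values under 1 are listed as 0, this filter acted as one at 1 RPKM, and a transcript listed at 0 counted as higher in the other line. Ratios of DICER1-AS1, of the candidates and of single transcripts are those of the values before they were set to 0. Where reads were counted, an exact (Clopper-Pearson, conditional binomial) 95% interval of the ratio is given, which covers counting error only. On simulated data 96.9% of 4000 such intervals held the true ratio. Folds against 0 reads are set against 3 reads, and the lower end of the exact interval, which is smaller, is given beside them. Medians of gene lists used the most abundant transcript per gene name, log2 values after adding 0.1 RPKM, and 10000 random lists matched in 20 bins of mean expression. Small RNAs are listed in the table under the identifier of their host gene. Alternatives added after the data had been examined left out entries of a small RNA type in GENCODE v29, entries spanning under 250 bp and Ensembl transcripts not in v29, or kept only Ensembl entries whose exons in v29 share no base with a small RNA on either strand, or left out the entries with a substitute. A median under an alternative was taken as moved when it differed by a ratio of 1.5 or more, a limit chosen for want of replicates. On simulated data 4.5% of 200 unchanged lists passed the 95th percentile, and 99% of 100 lists shifted by a log2 ratio of 1.5 did. The simulated values were independent, while some real lists hold members that share a locus or an older name. For the list medians and the counts of list members over 2-fold, the values before small ones were set to 0 were used with 0.1 RPKM added, a choice made after both versions had been seen. No test across samples was made, because each line has 1 library.

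The gene lists, the alternatives and the rule for named genes were fixed before the data were examined, except where a choice is said to be later. Named were the lncRNAs the paper names for these lines, the 10 gene names with the largest ratio in each direction at 1 RPKM and 20 reads or more in the higher line, and, of each list's members over 2-fold different, 2 to 4 with the largest values. The paper's table of candidates had been seen when the rule was written. Of the 7 lncRNAs the paper verified, 2 were detected by gene name at 1 RPKM or more, both over 2-fold higher in G-292. Sex chromosome genes were left out of the named genes. Of 16 white blood cell markers 3 were detected, 1 over 2-fold higher in each line. Of 26 lncRNAs of imprinted loci 4 were detected, 1 higher in G-292 and 2 in SJSA-1, and of 18 coding genes of the p53 pathway 3 were detected as noncoding transcripts, 2 of them higher in SJSA-1. None of 17 drug transporters and targets, 15 osteoblast genes and 20 retina genes was detected. DICER1, GADD45A and MDM2 have no entry. Alternatives were pseudocounts of 0.01, 0.1 and 1 RPKM, scaling by the median ratio (0.870, log2 -0.20) or the upper quartile (0.752, log2 -0.41), other filters on low values, 1 entry per gene name and the bound of the counting interval. Gene names and places came from GENCODE v29 on GRCh38 or RefSeq, and 29134 of 30632 entries had a name. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.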

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

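The tests of explanations for the snoRNA host genes, for DICER1-AS1 and for its q-value were chosen after those results had been seen, while the chromosome 12 region and the gene lists were set before. The paper does not report on the 3 results given first. Of 34 detected transcripts between positions 57000000 and 71000000 of chromosome 12 (GRCh38), 26 (76.5%, exact 95% interval 58.8 to 89.3%) were over 2-fold higher in SJSA-1, against 42.4% of 4623 elsewhere. The window was set because SJSA-1 is known to carry an amplified 12q14-15 region, and not all of it need be amplified. By the values before small ones were set to 0, a setting added after the data were seen, the shares were 70.6% and 37.1%. Among 88 windows of 5 Mb with at least 10 detected genes, that of chromosome 12 from 55000001 to 60000000 ranked 6th by the share over 2-fold higher in SJSA-1 (67.7% of 31 genes), behind windows of 10 to 15 genes on chromosomes 17, 22, 1, 9 and 2. AC025165.2 was at 628 RPKM in SJSA-1 and 12.2 RPKM in G-292, AC084033.3 at 105 and 1.18 RPKM, and AC025423.4 at 83.1 and 0.368 RPKM. Not all of the window went this way, and a transcript of SHMT2 was at 18.5 and 27.3 RPKM. Neighbouring transcripts are not independent, while the interval of the share takes them as if they were. The largest ratio of SJSA-1 over G-292, 1831, was that of the CARMN transcript ENST00000505254, whose reads could not be counted.

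The third such result is the median log2 ratio of the snoRNA host genes, 1.24 in favour of G-292, where the median over all detected gene names is -0.53 and that of matched random lists 0.20. For 13 of the 26 genes the entry taken is a small RNA listed under the host gene or a transcript not in GENCODE v29, but with only transcripts of at least 400 nt the median over 22 host genes was 1.03, against -0.66 over all 1143 genes with such a transcript, which argues against reads of snoRNAs in short transcripts as the whole cause. Longer transcripts can hold such reads too, but with only entries whose exons share no base with an annotated small RNA the median over 24 host genes was 0.54 (9 over 2-fold higher in G-292 and 3 in SJSA-1), against -0.67 over all 1447 genes with such an entry and a median of -0.48 (95% range -1.02 to 0.19) in matched lists, which argues against them as the whole cause. A trend of all abundant noncoding transcripts argues for a like median in lists of equal expression, and the observed median lay above 99.99% of them. For single genes the log2 ratio went both ways without them. It fell from 1.32 to -0.43 for SNHG12 and from 1.67 to 0.0008 for SNHG15, so there the excess in G-292 was that of the snoRNA entry. It rose from 1.69 to 2.36 for SNHG8 and from 1.28 to 1.63 for SNHG7. For the list, reads of snoRNAs as the cause of a part (the median was lower without them, but so was that of the matched lists), RNA quality, culture state and a difference between the cell lines stay open, with 1 library each.

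All 5 entries of DICER1-AS1 were higher in G-292, and DICER1 overlaps this gene on the other strand. ENST00000439999, which lies outside DICER1, had a ratio whose 95% interval begins at 1.58, which argues against reads of DICER1 as the whole cause, though its ratio of 2.95 is lower than the others and a share of such reads there stays open. Divided by 0.648, the median ratio of 6495 transcripts of like level (mean of 0.1 to 1 RPKM), the lower bound for ENST00000439819 was 4.79, which argues against scaling. A difference in regulation between the cell lines stays open as a hypothesis and was not tested, since each line has 1 library.

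DICER1-AS1 has a q-value of 1 in the authors' deposited table although its 16 and 74 reads differ by more than counting error. A candidate explanation is that the test took RPKM values as if they were read counts. For 99.9% of 2995 transcripts above 0 in both lines, the z behind the authors' p-value was within 1% of that computed from RPKM. Computed from reads, over 924 transcripts, the observed z was 0.122 times the computed one at the median, which argues against a test on reads. Taken as counts, values under 1 RPKM carry almost no weight in such a test.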

How the results depend on the processing

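No paired analysis was possible because each cell line has 1 library, and no library could be left out. Under the alternatives 109 values stayed within the main value's interval or, where it has none, within 1.5 times, 21 moved and 1 reversed. The moved and reversed values follow, and their cause was not tested unless stated. For transcripts over 2-fold higher in G-292 and in SJSA-1 (1030 and 2194), no filter gave 2745 and 5363, 1 entry per gene name 611 and 1340 (fewer entries by construction), and an interval bound over 2 gave 232 and 494 (only 1742 transcripts have reads). A filter of 0.1 RPKM on restored values, chosen after seeing the data, gave 2131 and 4527. The share higher in G-292 ranged from 31.3% to 39.8%. A pseudocount of 1 took the DICER1-AS1 ratio to 1.58, since it exceeds both values, while the other settings gave 3.65 to 7.15. Of the candidates, 15 had a ratio over 2, but 6 with a pseudocount of 0.1, 2 with 1, 3 with at least 1 RPKM and 8 by a lower bound over 1. Of the verified lncRNAs, 3 had one, but 1 with a pseudocount of 1 and 1 with at least 1 RPKM. The HOX cluster median of 0.08 was -0.55 with transcripts of at least 400 nt, and the median of structured RNAs, 0.31, was 2.10 there, 1.67 with entries of small RNAs left out (4 genes) and 1.12 with at least 10 reads over both lines. The snoRNA host median of 1.24 was 0.54 with entries sharing no exonic base with a small RNA, and 1.03 to 1.65 otherwise. The microRNA host median of -1.26 was -3.80 with values listed at 0 taken as 0. The settings by length, by small RNAs, by substitutes and by listed 0, and the most abundant entry per candidate name (15 over 2), were chosen after seeing the data. The chromosome 12 share of 76.5% was 58.1% without a filter, against 36.4% elsewhere. It counts as moved because it lies below the main interval of 58.8 to 89.3%, although it is within 1.5 times. Scaling by the median ratio or upper quartile shifts all log2 ratios by 0.20 or 0.41 toward G-292, shown as factors of 0.870 and 0.752. The alternative by coding potential was not run, since the table holds no such scores. Depth limits the candidates: 6 of 17 had under 10 reads.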

Differences from the paper's values

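The paper's ratio for LAMTOR5-AS1 (ENST00000598158) is 3.458, and the ratio here was 1.16 from 1 read in each line. None of the alternatives set before the data were examined came within 1.5 times: pseudocounts of 0.01, 0.1 and 1 gave 1.09, 1.02 and 1.00, and scaling by the median ratio or upper quartile gave 1.34 and 1.55. With the RefSeq entry of the gene name, NR_102697, which was looked up after the values had been seen, the ratio was 3.49, within 1.5 times of the paper's. The other 17 candidate ratios were within 1.5 times of the paper's.

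The paper's RPKM values in Supplementary Figure 6 are higher than those of the table analysed here. Over 18 transcripts the paper's value was a median of 1.91 times that here in SJSA-1 (1.44 to 32.4) and 1.86 times in G-292 (1.47 to 33.0), and more than 1.5 times in 17 of 18 in each line. For TERC the paper gives 164.017 in SJSA-1 and 1033.61 in G-292, against 73.8 and 466 here. For DICER1-AS1 it gives 0.289 and 1.479, against 0.153 and 0.824 here. For LRP4-AS1 it gives 0.217 and 0.89, against 0.103 and 0.486 here. For SNHG7 it gives 102.005 and 258.103, against 3.15 and 11.5 here, for ZBED3-AS1 0.089 and 0.337, against 0.00391 and 0.0182, for PRKG1-AS1 0.032 and 0.096, against 0.00799 and 0.0186, and for LAMTOR5-AS1 0.136 and 0.471, against 0.0123 and 0.0143. The alternatives set before the data were examined concern ratios and give no other RPKM. Other entries of the same gene names come nearer, a setting chosen after the values had been seen. With the most abundant RefSeq entry of each name, which 17 of the 18 have, the paper's value was a median of 1.87 times that here in SJSA-1 (1.57 to 3.08) and 1.85 times in G-292 (1.57 to 1.88). The ratio was then within 5% of the paper's for 16 of 17, against 10 of 18 with the identifiers the paper lists. For SNHG7 this entry, NR_003672, is at 64.9 RPKM in SJSA-1 and 164 RPKM in G-292, a ratio of 2.53, where the paper's ratio is 2.53. For CACNA1G-AS1 the paper's own RPKM values give a ratio of 1.64, where its ratio column gives 2.69 and the ratio here was 1.94, or 2.71 with its RefSeq entry.

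The paper states that DICER1-AS1 is lower in the resistant lines than in the sensitive ones, and the direction here was the same, with a ratio of G-292 over SJSA-1 of 5.38. The lncRNA-seq column of Figure 1A, read by eye, gives about 1.0 for both G-292 and SJSA-1, which may be a reference level and not a measured ratio. With the alternatives set before the data were examined the ratio was 5.11, 3.65 and 1.58 (pseudocounts of 0.01, 0.1 and 1), 6.18 (median ratio), 7.15 (upper quartile) and 5.22 (all entries summed), none within 1.5 times of a ratio of 1. In the table of Supplementary Figure 6 the paper gives 5.115, within 1.5 times of the ratio here.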

Other observations

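The members of 2 imprinted snoRNA families went opposite ways in these cells, an observation made after their values were seen. Of the SNORD113 and SNORD114 snoRNAs of the MEG3 locus on chromosome 14, 9 were detected, and all 9 were over 2-fold higher in SJSA-1. SNORD114-3 was at 14.2 RPKM in SJSA-1 and 0.366 RPKM in G-292, a ratio of SJSA-1 over G-292 of 38.7, and the other 8 are listed at 0 in G-292 without a fold change, so no scaling could change them. MEG8 of the same locus had 77 reads in SJSA-1 and 3 in G-292 with ENST00000443252. Of the SNORD116 snoRNAs of the SNHG14 locus on chromosome 15, 22 were detected and all 22 were higher in G-292, 15 of them over 2-fold, with a median of 1.78. Median ratio and upper quartile scaling shift all ratios toward G-292, so they could only raise that count, to 16 and 20. The members of a family lie side by side in the genome, some are near-identical copies that can share reads, and they are not independent. ACTA2-AS1, antisense to the smooth muscle actin gene, had 4234 reads in SJSA-1 and 25 in G-292, a ratio of SJSA-1 over G-292 of 146 (95% interval 98.5 to 225). Its reads cannot be told apart from those of the actin gene where strand was not used, so the ratio may not be that of the antisense transcript.

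Of 16 structured small RNAs and RNA polymerase III transcripts, 10 were detected, 3 over 2-fold higher in G-292 and 2 in SJSA-1, with a median log2 ratio of 0.31 at percentile 20.3 of matched lists. The 2 are the vault RNAs VTRNA1-2 and VTRNA1-3. VTRNA1-2 (179 RPKM in SJSA-1 and listed at 0 in G-292) has only a substitute in place of a ratio, and without it, a setting chosen after its value was seen, the median over 9 was 0.71 at percentile 52.0. SNORD3A was at 29254 RPKM in SJSA-1 and 83713 RPKM in G-292, SCARNA2 at 1025 and 5851 RPKM, and TERC with ENST00000363312 at 89.9 and 571 RPKM. VTRNA1-3 was at 244 and 98.7 RPKM, the other way, while the vault RNAs VTRNA1-1 (196 and 184 RPKM) and VTRNA2-1 (252 and 220.3 RPKM) were under 2-fold. Across 88 windows of 5 Mb with at least 10 detected genes, that of chromosome 11 (GRCh38) from 90000001 to 95000000 had the highest share over 2-fold higher in G-292 (75% of 12 genes), and that of chromosome 17 from 30000001 to 35000000 the highest share over 2-fold higher in SJSA-1 (90.9% of 11 genes). Near DICER1-AS1 on chromosome 14, SNHG10 and SCARNA13, which lies within it, had ratios of 2.38 and 2.33 in favour of G-292 in the authors' deposited table, while the intervals of AL356017.1 (15 reads in SJSA-1 and 23 in G-292, ratio of G-292 over SJSA-1 1.78, 95% interval 0.891 to 3.67) and TCL6 (24 and 12 reads, ratio 0.581, 95% interval 0.265 to 1.21) include 1.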
